# Macrophage-produced VEGFC is induced by efferocytosis to ameliorate cardiac injury and inflammation

**DOI:** 10.1172/JCI140685

**Published:** 2022-05-02

**Authors:** Kristofor E. Glinton, Wanshu Ma, Connor Lantz, Lubov S. Grigoryeva, Matthew DeBerge, Xiaolei Liu, Maria Febbraio, Mark Kahn, Guillermo Oliver, Edward B. Thorp

**Keywords:** Inflammation, Vascular Biology, Innate immunity, Macrophages, Molecular pathology

## Abstract

Clearance of dying cells by efferocytosis is necessary for cardiac repair after myocardial infarction (MI). Recent reports have suggested a protective role for vascular endothelial growth factor C (VEGFC) during acute cardiac lymphangiogenesis after MI. Here, we report that defective efferocytosis by macrophages after experimental MI led to a reduction in cardiac lymphangiogenesis and *Vegfc* expression. Cell-intrinsic evidence for efferocytic induction of *Vegfc* was revealed after adding apoptotic cells to cultured primary macrophages, which subsequently triggered *Vegfc* transcription and VEGFC secretion. Similarly, cardiac macrophages elevated *Vegfc* expression levels after MI, and mice deficient for myeloid *Vegfc* exhibited impaired ventricular contractility, adverse tissue remodeling, and reduced lymphangiogenesis. These results were observed in mouse models of permanent coronary occlusion and clinically relevant ischemia and reperfusion. Interestingly, myeloid *Vegfc* deficiency also led to increases in acute infarct size, prior to the amplitude of the acute cardiac lymphangiogenesis response. RNA-Seq and cardiac flow cytometry revealed that myeloid *Vegfc* deficiency was also characterized by a defective inflammatory response, and macrophage-produced VEGFC was directly effective at suppressing proinflammatory macrophage activation. Taken together, our findings indicate that cardiac macrophages promote healing through the promotion of myocardial lymphangiogenesis and the suppression of inflammatory cytokines.

## Introduction

Heart failure after myocardial infarction (MI) remains a significant cause of morbidity and mortality (1, 2). Although pharmacological advances including beta blockers and angiotensin-converting enzyme (ACE) inhibitors (3) reduce mortality, the residual risk of post-MI heart failure remains high. Therefore, additional studies aimed at better characterizing the basic mechanisms of cardiac repair should facilitate the development of novel and complementary approaches to preserve heart function.

Acute MI mobilizes the accumulation of cardiac macrophages (4). These innate phagocytes are required to promote myocardial healing (5). One mechanism by which myocardial macrophages coordinate cardiac repair is through the process of efferocytosis, or the clearance of dying cells. Supporting this argument, defects in efferocytosis have been found to lead to accelerated heart failure (6, 7). Furthermore, efferocytosis is the first step in a process of antigen trafficking to lymph nodes (LNs). Trafficking of cardiac antigens by phagocytes has the capacity to activate either Tregs or effector T cells, thus calibrating the myocardial inflammatory response (8).

In the heart, important new data have recently emerged about the functional roles of cardiac lymphatics. For example, MI induces expression of the pro-lymphangiogenic factor vascular endothelial growth factor C (VEGFC) that in turn triggers cardiac lymphangiogenesis, leading to improved cardiac function (9). Interestingly, phagocytes, and in particular CD11b^+^ macrophages, have been reported to secrete VEGFC and promote lymphangiogenesis during inflammation (10, 11). Furthermore, the cardiac lymphatic vasculature has been linked to the resolution of inflammation following MI (12). Here, we describe studies linking efferocytosis to the induction of *Vegfc* expression as well as a contributing role for myeloid *Vegfc* in cardiac repair and the regulation of cytokine production.

## Results

### CD36 regulates Vegfc expression after MI.

Following cardiac injury, we and others have reported that phagocytic clearance of dying cells by macrophages (i.e., efferocytosis) is a necessary initial step for cardiac repair (6, 7). Efferocytosis also leads to the transport of cardiac antigen to draining LNs (13), where it may be cross-presented to resident T cells (14). To track the fate of phagocytosed cardiac antigen, we harvested mediastinal lymph nodes (MLNs) and spleens prior to and after experimental MI. As previously demonstrated (15), we identified cardiac-derived (Myh6-mCherry) antigens at steady state in MLNs (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI140685DS1). As shown in Supplemental Figure 1A, this mCherry signal was greatly enhanced in MLNs following ligation of the left anterior descending (LAD) artery after 3 days, however, levels in the spleen remained negligible. mCherry signal also colocalized with MLN *LysMCre-EGFP^+^* phagocytes (Figure 1A and ref. 16). Here, we sought to decipher whether *Cd36* was necessary for the transport of cardiac antigen to the MLNs after MI. Consistent with a phagocytic origin, flow cytometric analysis of MLNs revealed that cardiac mCherry antigen within draining LNs was reduced in mice deficient for *Cd36* (Figure 1B).

We next examined the origin of the MLN cardiac antigen and performed imaging studies of the myocardium after MI. In line with prior reports indicating that cardiac damage induces a lymphangiogenesis response in association with production of the lymphangiogenic factor *Vegfc* (9), we also found increased expression of typical lymphatic vascular markers such as lymphatic vessel endothelial hyaluronan receptor 1 (LYVE1) (Supplemental Figure 1B) and *Prox1Td-tomato* (Supplemental Figure 1C) in myocardial lymphatic networks following MI. We further confirmed that the LYVE1-expressing lymphatics did not coexpress the pan-macrophage marker CD68 (Supplemental Figure 1D), given that LYVE1 may also be produced by cardiac macrophages (17). We then revisited the *Cd36-*deficient mice and found that myocardial LYVE1 staining was significantly reduced in these mice after MI (Figure 1, C and D). These initial data suggested that reduced cardiac antigen accumulation in MLNs of *Cd36-*deficient mice (Figure 1B) might not be a direct consequence of reduced phagocytosis, as we had initially predicted. Consistent with an alternative mechanism, *Cd36^fl/fl^* *LysMCre* mice exhibited a reduction in myocardial *Vegfc* expression relative to control mice after MI (Figure 1E). Finally, cardiac macrophages from *Cd36-*deficient animals exhibited reduced VEGFC expression as measured by flow cytometry (Figure 1F). Altogether, these data suggest that myeloid CD36 regulates *Vegfc* expression after MI.

### Efferocytosis triggers macrophage production of VEGFC in a CD36-dependent manner.

Macrophage-like cells have been shown to have the capacity to produce VEGFC (10). However, in the setting of MI, the source of cardiac VEGFC and the trigger of lymphangiogenesis remain unclear. Because of the role of CD36 in apoptotic cell (AC) clearance, our observations in *Cd36*-deficient mice led us to question whether a mechanistic link exists between efferocytosis and *Vegfc* expression. To determine whether, similar to tissue injury, efferocytosis could trigger the induction of *Vegfc*, we cocultivated primary macrophages isolated from the bone marrow of *C57BL/6J* mice with apoptotic Jurkat cells and measured *Vegfc* levels by quantitative PCR (qPCR). Interestingly, we found that *Vegfc* levels were acutely elevated as a function of time after efferocytosis (Figure 2A). LPS has been reported to induce *Vegfc* in macrophages (18). We found that the increase in *Vegfc* levels after efferocytosis was similar to that seen in macrophages exposed to LPS (Figure 2B). Furthermore, we also observed an increase in VEGFC expression at the protein level (Figure 2C) and detected this protein in cell supernatants after performing an ELISA (Figure 2D). Supporting our in vivo data (Figure 1), *Cd36* was also required for optimal efferocytosis and an increase in *Vegfc* levels (Figure 2, E and F). Since *Cd36* also acts as a fatty acid transporter, we sought to determine whether *Vegfc* expression is affected by fatty acid oxidation (FAO). We found that the use of etomoxir, which can inhibit FAO (19), had no effect on *Vegfc* expression during efferocytosis (Figure 2G). Moreover, inhibition of AC engulfment by pretreatment of macrophages with the cytoskeleton inhibitor cytochalasin D, which prevents phagocytic uptake (20), completely abrogated AC-triggered induction of *Vegfc* (Figure 2H). To explore how efferocytosis might signal to activate *Vegfc*, we leveraged a separately conducted screen, in which we examined open chromatin marks during efferocytosis by ChIP using H3K27Ac antibodies (Supplemental Figure 2, A and B). These data were consistent with an activated *Vegfc* locus during efferocytosis (Supplemental Figure 2C). Also, DNA footprint analysis of candidate transcription factor binding sites in this area suggested a role during this process for the transcription factor *Stat6* (Supplemental Figure 2D). Indeed, inhibition of STAT6 impaired efferocytic *Vegfc* induction (Figure 2I). We next tested whether CD36 enhances efferocytosis-driven STAT6 signaling and observed diminished levels of phosphorylated STAT6 (p-STAT6) in *Cd36*-deficient macrophages compared with levels in control macrophages (Figure 2J). Thus, CD36-dependent efferocytosis triggers STAT6 activation, leading to macrophage production of VEGFC.

### Myeloid-derived VEGFC regulates post-MI lymphangiogenesis and cardiac function.

Next, we sought to validate our in vitro findings in mice. As displayed in Figure 3A, sorted cardiac macrophages showed significantly increased *Vegfc* levels 5 days after MI. We also compared *Vegfc* expression in sorted cardiac neutrophils, monocytes, and macrophages and discovered a selective macrophage *Vegfc* expression signature 7 days after MI (Figure 3B). Using *Myh6-mCherry* mice, we stratified separate macrophage subpopulations by the levels of mCherry signal as a readout of efferocytic uptake. We found that mCherry^hi^ macrophages had higher *Vegfc* signal than did mCherry^lo^ populations (Figure 3C). We further parsed the cardiac macrophages using reported markers of resident (TIM4^+^CCR2^–^) or recruited (TIM4^–^CCR2^+^) macrophages. Consistent with our previous findings (21), and in agreement with greater *Vegfc* production, CCR2^–^ macrophages exhibited enhanced efferocytic activity compared with recruited CCR2^+^ macrophages (Figure 3D). Supporting the idea of a potential crosstalk with cardiac lymphatics, CD68^+^ macrophages were also found proximal to cardiac LYVE1^+^ lymphatics in the heart (Supplemental Figure 3).

Because *Cd36* can affect multiple physiological functions, we sought to directly examine whether myeloid-derived *Vegfc* regulates the myocardial response to ischemia. We therefore compared *Vegfc^fl/fl^* *LysMCre* mice with *Vegfc^fl/fl^* controls after coronary artery ligation. As indicated in Figure 4, myeloid *Vegfc* deficiency led to reduced expression levels of cardiac LYVE1^+^ lymphatics, most notably within the ischemic area at risk (AAR). Importantly, we found that cardiac function was also affected, as the left ventricular ejection fraction (EF) was significantly reduced by myeloid *Vegfc* deficiency, as measured by M-mode echocardiography (Figure 5A). Additional echocardiographic parameters of ventricular remodeling were exacerbated in myeloid *Vegfc*–deficient mice, which, notably, had pronounced left ventricular dilation (Figure 5B and Supplemental Figure 4A). Consistent with a cardioprotective role of macrophage-produced *Vegfc* after MI, forced myeloid gain of function (GOF) of *Vegfc* using a *VegfcGOF* *LysMCre* mouse strain, led to an improvement in the post-MI cardiac EF (Figure 6, A and B). These myeloid *VegfcGOF* *LysMCre* mice also exhibited evidence of increased cardiac lymphatics in infarcted tissue (Figure 6C) and a higher frequency of cardiac macrophages with lower MHC class II (MHCII) expression (Figure 6D). To assess the potential clinical significance, we evaluated similar parameters after ischemia-reperfusion (I/R) and found that LYVE1 staining in myocardial lymphatics was also elevated in the AAR after I/R (Supplemental Figure 4). Echocardiography revealed that macrophage *Vegfc* was required for improved cardiac function after reperfusion of the ischemic hearts (Supplemental Figure 5).

### Myeloid-derived Vegfc is required for a post-MI immune response.

Next, we decided to further evaluate our findings in mouse models of conditional *Vegfc* loss of function. Interestingly, during the early reparative stage of experimental MI, mice deficient in *Vegfc* in myeloid cells (*Vegfc^fl/fl^* *LysMCre* mice) were more susceptible to scarring and had worsened cardiac function (Figure 7, A–C). Adverse remodeling was confirmed by histologic analysis of infarcted hearts from *Vegfc^fl/fl^* *LysMCre* mice, which had higher levels of fibrosis relative to *Vegfc^fl/fl^* control mice 28 days after MI (Figure 7C). Importantly, we confirmed that this difference in scarring was not due to alterations in acute infarct size, as seen by infarct and AAE measurements 24 hours after the I/R procedures (Supplemental Figure 6). 

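RNA from the left ventricle of 11 mice was sequenced as stranded mRNA libraries, 1 library per mouse. The groups were naive control mice (n = 2), naive mice deficient in Vegfc in myeloid cells (n = 3), control mice after MI (n = 3) and Vegfc-deficient mice after MI (n = 3). The paper's methods place the collection of the MI hearts 9 days after ligation. The genotype field of the sample labels gives the control mice as floxed for Vegfc without LysMCre. The paper's methods and the labels' protocol give them as LysMCre mice. The legend of Fig. 8 gives them as a wild-type strain or as floxed for Vegfc. The authors deposited the number of reads counted on each of 25006 Ensembl genes, without normalization. Total counts were 12814385 and 13319313 in the naive control libraries and 10824989 to 14585642 (median 11746936) in the naive Vegfc-deficient libraries. They were 15709080 to 26782728 (median 22841415) in the MI control libraries and 14580756 to 20834194 (median 20429163) in the MI Vegfc-deficient libraries. A floor of 3 counts corresponded to 0.101 to 0.363 CPM, the counts scaled to library size, and this floor covers counting error only. Genes of the mitochondrial genome had 0 counts in every library. Counts were scaled by edgeR's TMM method, and 14779 genes passed edgeR's filter on low counts. Differences between groups were tested with edgeR's quasi-likelihood test in 1 fit of all 11 libraries. Vegfc, the targeted gene, lies on chromosome 8 of GRCm38 from 54077606 to 54187096 (ENSMUSG00000031520). Its expression was 25.1 and 34.7 CPM in the naive control libraries M44 and M45. It was 27.5, 34.5 and 30.6 CPM in the naive Vegfc-deficient libraries M149, M150 and M34. After MI it was 45.5, 21.9 and 25.8 CPM in the control libraries M006, M38 and M40 and 29.4, 25.3 and 22.5 CPM in the Vegfc-deficient libraries M35, M900 and M913. The log2 fold change of Vegfc between the MI groups was -0.27 (standard error 0.25, adjusted p = 0.824 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so whole-tissue Vegfc counts did not separate the genotypes. Lyz2, the gene that carries the LysMCre insertion, lies on chromosome 10 from 117277331 to 117282321 (ENSMUSG00000069516). It was at 4538 to 5380 CPM in the MI control libraries and at 1392, 203 and 12.4 CPM in the MI Vegfc-deficient libraries M35, M900 and M913. In the naive control libraries it was at 2121 and 2282 CPM. It was at 72.5 CPM in naive Vegfc-deficient M150 and 245 CPM in M34, but at 4565 CPM in the library labelled naive Vegfc-deficient M149, above both naive control libraries.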

To ascertain how *Vegfc* might affect inflammation resolution of the infarct, we performed mRNA-Seq of injured hearts 1 week after MI. Remarkably, gene ontology analysis identified a significant gene signature indicative of dysregulated inflammatory activation (Figure 8, A–D). 

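Between MI Vegfc-deficient and MI control hearts, 0 of 14779 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1173 had an unadjusted p under 0.05. The smallest adjusted p was 0.374, for Mrps12. Lyz2, lower in all 3 Vegfc-deficient libraries than in all 3 control libraries, had a log2 fold change of -3.17 (standard error 1.58). Its adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.657, so the count of 0 does not exclude large differences. In 1791 genes, all 3 Vegfc-deficient libraries lay above or below all 3 control libraries, which is 12.1% of the genes tested, where chance gives 10%. The setting that moved the count most was the DESeq2 Wald test, which called 61 genes. In simulated counts with these library sizes and 200 genes changed by a fold of 2, edgeR recovered 65 with 3 false calls, and DESeq2 recovered 125 with 53 false calls. The changed genes were drawn from those with higher counts, without repeat draws. The spread of each gene was edgeR's own estimate over all groups, so recovery between the MI groups may be lower. The comparison of edgeR with DESeq2 rests on that same estimate. Gene ontology annotation was not used here, and Reactome gene sets and marker lists written before the counts were examined took its place. They were tested with limma's camera with Benjamini-Hochberg adjustment over 19 sets. A list of 27 proinflammatory genes had a median log2 fold change of -0.17, with 13 genes higher and 14 lower (adjusted p = 0.959 by limma's camera with Benjamini-Hochberg adjustment). A list of 18 genes of inflammation resolution had a median of -0.0040, with 9 genes higher and 9 lower (adjusted p = 0.959 by the same limma test and adjustment). When each library was left out in turn, the median of the proinflammatory list ran from -0.88 without MI Vegfc-deficient M900 to 0.46 without MI control M38. The response to MI differed between the genotypes for 0 genes at an adjusted p under 0.05 (edgeR's interaction test with Benjamini-Hochberg adjustment), and for 1226 genes at an unadjusted p under 0.05. From its gene ontology analysis, the paper reports a gene signature that it describes as indicative of dysregulated inflammatory activation.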

More specifically, we found that the expression of genes associated with enhanced inflammation were increased in the *Vegfc^fl/fl^* *LysMCre* animals. 

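Of the 4 genes that Fig. 8E marks for inflammation and fibrosis, S1pr3 (ENSMUSG00000067586, chromosome 13) was at 24.6 ± 5.07 CPM (SD, n = 3) in MI Vegfc-deficient hearts and at 14.7 ± 2.14 CPM (SD, n = 3) in MI control hearts. Igfbp5 (ENSMUSG00000026185, chromosome 1) was at 182.5 ± 45.9 CPM and 85.8 ± 10.3 CPM in the same groups. Timp3 (ENSMUSG00000020044, chromosome 10) was at 331.8 ± 13.6 CPM and 200.7 ± 40.1 CPM, and Fut10 (ENSMUSG00000046152, chromosome 8) at 14.5 ± 0.567 CPM and 8.07 ± 1.11 CPM. The log2 fold changes were 0.75 for S1pr3 (standard error 0.18), 1.09 for Igfbp5 (standard error 0.18), 0.73 for Timp3 (standard error 0.17) and 0.84 for Fut10 (standard error 0.33). In each of these genes all 3 Vegfc-deficient libraries lay above all 3 control libraries. The paper selected the genes of Fig. 8E by fold change in these same libraries, so this separation shows no stability. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes were 0.405 for Igfbp5, 0.584 for S1pr3 and Timp3 and 0.603 for Fut10. The DESeq2 Wald test called S1pr3, Igfbp5 and Timp3. Il1b, a cytokine gene named in Fig. 8D, was at 9.81, 175 and 12.9 CPM in the MI Vegfc-deficient libraries M35, M900 and M913 and at 12.0, 21.5 and 32.2 CPM in the MI control libraries M006, M38 and M40. Its log2 fold change was 1.59 with all libraries, -0.93 without M900 and 2.10 without M35. Tnf had a log2 fold change of 0.41 (standard error 0.74), which was -0.93 without M900 and 1.46 without M38. Il6 had one of 0.60 (standard error 0.44), which was 0.077 without M900 and 0.868 without M35. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.676 for Il1b, 0.919 for Tnf and 0.764 for Il6.

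**Figure D1:**
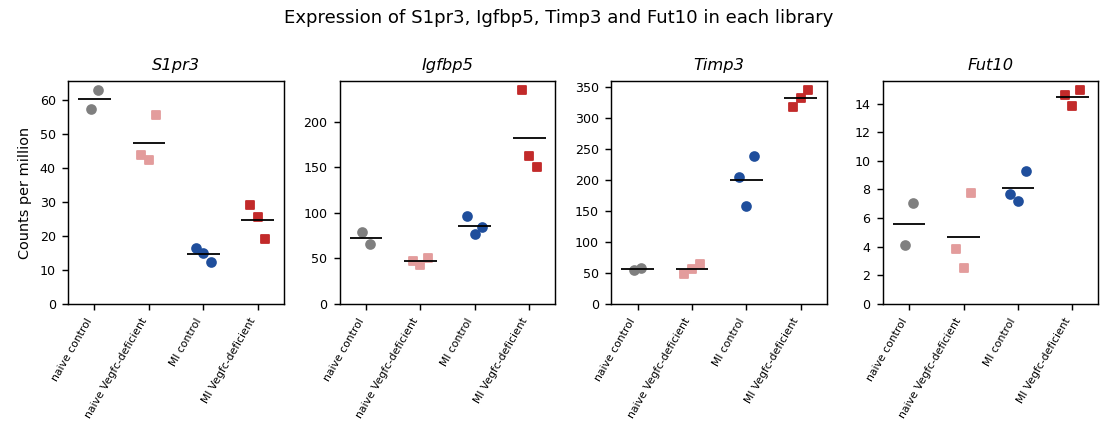
CPM of S1pr3, Igfbp5, Timp3 and Fut10 in each library, by group. Points are libraries and lines are group means, and the 3 MI Vegfc-deficient libraries lie above the 3 MI control libraries in each of the 4 genes. The paper selected these genes from the same libraries.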

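Cd83 (ENSMUSG00000015396, chromosome 13) was at 46.4 ± 4.17 CPM (SD, n = 3) in MI Vegfc-deficient hearts and at 74.2 ± 12.9 CPM (SD, n = 3) in MI control hearts. Ppm1m (ENSMUSG00000020253, chromosome 9) was at 35.7 ± 5.50 CPM and 57.3 ± 6.53 CPM in the same groups. Lamtor5 (ENSMUSG00000087260, chromosome 3) was at 31.4 ± 5.20 CPM and 49.2 ± 5.15 CPM, and Ramp1 (ENSMUSG00000034353, chromosome 1) at 8.99 ± 2.27 CPM and 16.6 ± 3.11 CPM. Gatm (ENSMUSG00000027199, chromosome 2) was at 33.2 ± 7.04 CPM and 79.5 ± 24.6 CPM. The log2 fold changes were -0.68 for Cd83 (standard error 0.15), -0.68 for Ppm1m (standard error 0.20), -0.65 for Lamtor5 (standard error 0.16), -0.88 for Ramp1 (standard error 0.28) and -1.26 for Gatm (standard error 0.31). In each of these genes all 3 Vegfc-deficient libraries lay below all 3 control libraries. These genes too are from Fig. 8E and were selected by the paper from these libraries, so the separation shows no stability. All 5 had an adjusted p of 0.584 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. The DESeq2 Wald test called Cd83 and Gatm. Among lymphatic genes, the log2 fold change was -0.087 for Lyve1 (standard error 0.38), 0.11 for Prox1 (standard error 0.43) and 0.23 for Flt4 (standard error 0.36). Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.973, 0.970 and 0.906. Of the 11 fits that each left out one library, 3 reversed the sign for Lyve1, 3 for Prox1 and 1 for Flt4. The paper states that cardiac macrophages may also make LYVE1, and it measured lymphatics by staining. Between MI control and naive control hearts the log2 fold change was -1.295 for Lyve1, -1.518 for Prox1 and 0.928 for Flt4. These genes did not move together after MI, so their whole-tissue values do not test the staining of vessels. A list of 9 lymphatic endothelial genes had a median log2 fold change of 0.16, with 7 genes higher (adjusted p = 0.305 by limma's camera with Benjamini-Hochberg adjustment). Its median was 0.422 without MI control M006 and -0.01 without MI control M38. The adjusted p by the same limma test and adjustment ran from 0.0143 to 0.927 over the alternatives, so the call depended on the setting.

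**Figure D2:**
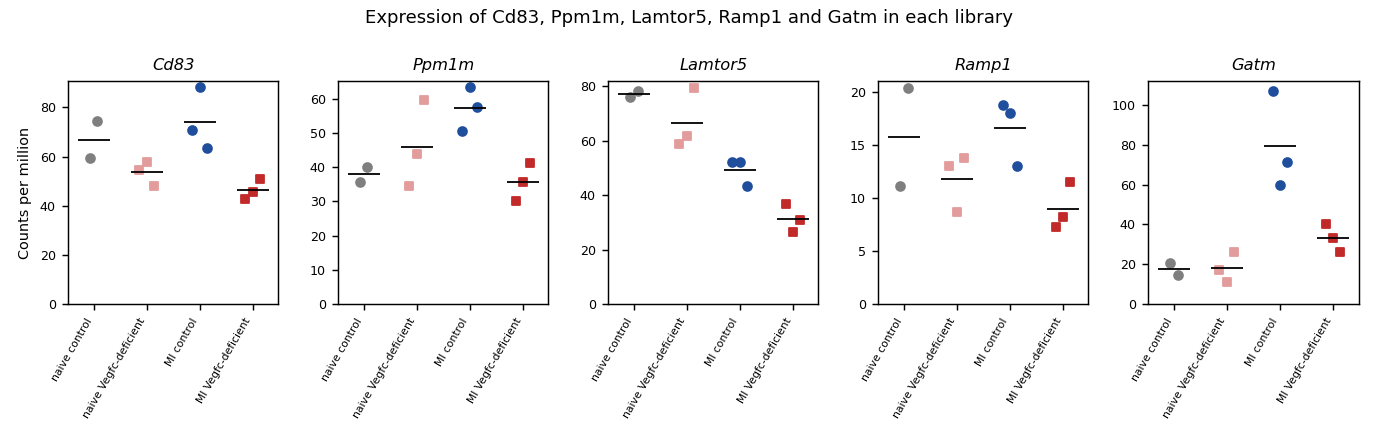
CPM of Cd83, Ppm1m, Lamtor5, Ramp1 and Gatm in each library, by group. Points are libraries and lines are group means, and the 3 MI Vegfc-deficient libraries lie below the 3 MI control libraries in each of the 5 genes. The paper selected these genes from the same libraries.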

Concurrently, these mice also showed reduced expression of genes associated with inflammation resolution and a lymphatic response to inflammation (Figure 8E). These data were reinforced by flow cytometry, which revealed increased inflammatory polarization of innate immune cells and cardiac macrophages (Figure 9A), even though earlier cardiac inflammation was unaffected (Supplemental Figure 7). Recent studies have shown that cardioprotective Tregs also accumulate in the infarcted heart (22, 23). Consistent with the hypothesis that myeloid *Vegfc* promotes inflammation resolution, we also detected lower levels of infarct-associated Tregs in *Vegfc^fl/fl^* *LysMCre* mice, while levels in the MLNs remained elevated (Supplemental Figure 8). Similarly, myeloid *Cd36–*deficient animals also maintained a propensity toward higher levels of inflammatory MHCII^hi^ macrophages within their infarcts compared with levels in control animals (Supplemental Figure 9). The gating strategies for these analyses are also provided in Supplemental Figure 10.

To strengthen our conclusions above, we performed pharmacological inhibition of the VEGFC receptor VEGFR3 using MAZ51 (24) each day for 3 days after MI. Our results showed a reduction of mCherry antigen uptake by cardiac and MLN macrophages (Supplemental Figure 11). To determine whether myeloid *Vegfc* might act to directly autoregulate macrophage function, for example through autocrine or paracrine mechanisms, we harvested primary bone marrow–derived macrophages (BMDMs) from *Vegfc^fl/fl^* *LysMCre* and *Vegfc^fl/fl^* mice and measured inflammatory cytokine production. As indicated in Figure 9B, *Vegfc*-deficient macrophages had elevated levels of proinflammatory *Tnfa* as well as reduced levels of arginase 1 (*Arg1*), with the latter found to be associated with alternative macrophage activation (25). Furthermore, direct administration of recombinant VEGFC reduced *Tnfa*, *Il6*, and *Il12* mRNA levels in LPS-activated macrophages (Figure 9C). Thus, macrophage-produced *Vegfc*, in addition to its contribution during cardiac lymphangiogenesis and antigen clearance to draining LNs, may also improve cardiac repair by directly suppressing excessive macrophage secretion of proinflammatory cytokines.

## Discussion

Taken together, our findings reveal a cardioprotective role for myeloid-produced VEGFC after cardiac injury. We also report that efferocytosis, as occurs after tissue injury, is a trigger for *Vegfc* induction. The underlying protective mechanisms are likely 2-fold. First, enhanced cardiac lymphangiogenesis has been reported to improve cardiac function after MI (9). Second, our findings argue that *Vegfc* deficiency in macrophages led to elevated production of proinflammatory cytokines. Macrophages in certain contexts may express the VEGFC receptor VEGFR3 (26) and therefore be susceptible to autocrine-mediated inflammatory regulation. In this scenario, antiinflammatory macrophage polarization has been linked to improved cardiac repair (27). Taken together, in Supplemental Figure 12, we propose a working model that integrates these findings.

Myeloid cells are known to contribute to vascular growth (28), including lymphatic signaling (18, 29), however, little is known regarding myeloid contributions to lymphatics in the adult heart. Also unclear are the potential triggers that activate the expression of lymphangiogenic factors by macrophages. Of relevance to cardiac ischemia, hypoxia-inducible transcription factors have been reported to coordinate lymphangiogenesis and VEGFC induction during wound healing (30). Here, we report macrophage efferocytosis as a VEGFC trigger. Beyond the removal of dead tissue, efferocytosis is also an important cellular reprogramming signal that induces cytokines and growth factors. These factors may act as autocrine or paracrine cues to activate tissue reparative cells, such as fibroblasts or endothelial cells, during tissue repair. For example, in the heart, efferocytosis is a trigger to produce myocardial VEGFA (7). When macrophages are triggered to synthesize growth factors for lymphatic endothelial cells, this in turn spatially focuses the lymphatic response at the site of tissue injury.

The scavenger receptor *Cd36* contributes to efferocytosis (31). CD36 has also been implicated in lymphangiogenesis, for example through monocytes, after binding the CD36 ligand thrombospondin 1 (32), as well as in the regulation of lymphatic junction integrity through the modulation of *VEGFR2/AKT* signaling in lymphatic endothelial cells (33). Since CD36 has no inherent enzymatic function, future studies are necessary to determine which kinases CD36 directly engages to activate the transcription of *Vegfc*, or, alternatively, whether the process of AC engulfment per se leads to a common *Vegfc* transcriptional trigger. Another potential mechanism by which CD36 might signal in macrophages is through its function as a transporter of fatty acid metabolites. For example, *Cd36* has been implicated in endothelial metabolism (34, 35) and angiogenesis (36).

Despite its most notable vascular roles, *Vegfc* has also been linked to noncanonical roles of immunomodulation. For example, evidence exists that innate immune cells express VEGF receptors including VEGFR3 (26) and that VEGF signaling controls hematopoiesis (37). Moreover, a VEGFC and VEGFR3 axis regulates macrophage plasticity in association with the amelioration of experimental inflammatory bowel disease (38). Furthermore, a recent report suggested that VEGFC/VEGFR3 signaling promotes macrophage efferocytosis in the acute lung injury model (39). Consistent with these findings, we observed reduced cardiac antigens in the macrophages of animals administered a VEGFR3 inhibitor. Future studies are necessary to understand how VEGFC and growth factors derived from lymphatic endothelial cells may affect macrophage reprogramming and function.

Like most studies, the conclusions of our experiments have limitations. For example, *LysMCre* may delete *Vegfc* in neutrophils. However, our data indicate that *Vegfc* was not expressed in cardiac Ly6g^+^ neutrophils (Figure 3). We also cannot discount the contribution of *Vegfc* from other sources such as blood endothelial cells. Our data are also consistent with the notion that efferocytosis, because of its critical role in maintaining tissue homeostasis, engages redundant or overlapping pathways to prevent secondary necrosis of ACs. In addition, risk factors for MI include metabolic disease and obesity, the latter of which is also linked to defective lymphatics (40), as well as increased inflammation (41). Thus, it will be of clinical relevance to explore the role of cardiac lymphatics and inflammatory cell crosstalk during experimental MI, in the setting of hyperlipidemia and obesity. For example, hyperlipidemic atherosclerosis is associated with decreased lymphangiogenesis and an impaired ability of CD11b^+^ DCs to dampen inflammation due to decreased emigration to regional LNs (42). Although we did not directly characterize the phenotype of mCherry^+^ phagocytes in the MLNs, we can argue that most likely they will dampen inflammation. This is especially important, considering the systemic inflammatory effects a MI might have.

Taken together, our studies identify cardiac macrophages as a significant stimulus of *Vegfc* in the inflamed heart. Efferocytosis, such as occurs during tissue injury, is a trigger for macrophage expression of *Vegfc*, and myeloid *Vegfc* is necessary to ameliorate the progression to heart failure after MI. Studies are underway to elucidate basic molecular mechanisms by which efferocytosis triggers *Vegfc* induction and *Vegfc*-dependent macrophage polarization, as well as the potential clinical targeting of these pathways after cardiac ischemia.

## Methods

### Animals.

*Cd36^–/–^* mice have been described previously (43) and were obtained from Columbia University (New York, New York, USA). *Cd36^fl/fl^* mice (44) were generated in-house. *Vegfc^fl/fl^* mice have been previously described (45) and were generated in-house. Conditional *Vegfc* GOF mice have been described previously (46) and are referred to herein as *VegfcGOF* mice. Briefly, the full-length cDNA of mouse *Vegfc*, including a V5 tag, was inserted into the first intron of the *Eif1a* locus. Vegfc expression was prevented by a floxed neomycin triple poly(A) cassette preceding *Vegfc*. These mice were crossed with *LysMCre* mice obtained from The Jackson Laboratory to induce myeloid expression of *Vegfc*. α*MHC-mCherry* B6 D2-tg mice were obtained from The Jackson Laboratory. *LysMCre EGFP* mice were obtained from Ronen Sumagin (Feinberg School of Medicine, Northwestern University, Chicago, Illinois, USA), as previously described (47). *C57BL/6* and *Prox1Tdtomato* mice were obtained from The Jackson Laboratory.

### Materials, antibodies, and oligonucleotides.

Macrophage VEGFC immunoblotting was performed as previously described (29). Plasma was collected from mice, and commercially available ELISA kits were used to measure the circulating levels of VEGFC (Cusabio Technology) as previously described (48). qPCR assays for *Vegfc* were carried out using SYBR Green Mastermix qPCR reactions (Bio-Rad Laboratories) as described previously (48). Relative *Vegfc* mRNA levels were calculated using the 2ΔΔCt method. Additional reagents are listed in Supplemental Table 1. Primer sequences are listed in Supplemental Table 2.

### Coronary artery ligation.

Permanent ligation MI surgeries were performed as previously described (6). In brief, mice were anesthetized with Avertin and received buprenorphine (0.1 mg/kg, s.c.) prior to surgery. Mice were secured in a supine position, intubated endotracheally, and ventilated with an Inspira Advanced Safety Single Animal Pressure/Volume Controlled Ventilator (Harvard Apparatus). The chest wall was shaved and sterilized with povidone iodide and alcohol prep pads. With the aid of a dissecting microscope, a left thoracotomy was performed to expose the left ventricle (LV). The LAD coronary artery was visualized and permanently ligated with a 7-0 monofilament nylon suture at a site 2 mm distal to its emergence from under the left atrium. MI was verified by the onset of blanching or pale discoloration of the anterior wall of the LV. The surgical site was closed in layers, starting with the chest wall, finishing with skin and subcutaneous tissue, using 6-0 monofilament nylon sutures. Following surgery, the mice received buprenorphine (0.1 mg/kg, s.c.) every 12 hours and up to 48 hours for pain management. The I/R procedures were carried out as described above, with the exception that the LAD artery was temporarily ligated for 45 minutes followed by reopening of the ligature to allow for reperfusion. Mice that succumbed to surgery within 48 hours of MI surgery were treated as technical errors and excluded from the analyses.

### Infarct and AAR measurements.

The mice were anesthetized, intubated endotracheally, and ventilated with an Inspira Advanced Safety Single Animal Pressure/Volume Controlled Ventilator (Harvard Apparatus). With the aid of a dissecting microscope, the thoracic cavity was opened to expose the heart. Using a 30 gauge insulin needle, 50 μL FluoSpheres Polystyrene Microspheres (Invitrogen, Thermo Fisher Scientific, red fluorescent 580/605) was injected into the LV. Hearts were excised 1 minute later and sectioned into 1 mm coronal slices using a Mouse Heart Slicer Matrix (Zivic Instruments). Infarcted tissue and viable myocardium were visualized by staining the slices with 1% 2,3,5-triphenyltetrazolium chloride (TTC) (MilliporeSigma) in saline. The AAR was visualized by placing the slices under a fluorescence microscope. Both the infarct and the AAR were measured as a percentage of the LV using ImageJ (NIH). Infarct size, expressed as a percentage of the AAR, was calculated by dividing the sum of the infarct areas from all sections by the sum of the AAR from all sections and multiplying by 100.

### Echocardiography.

Cardiac function was assessed by transthoracic echocardiography on anesthetized mice before and on day 28 after MI using a Vevo 3100 equipped with a 25 MHz probe (VisualSonics) as described previously (6). Parasternal short-axis images were acquired using M-mode 1 mm before, at, and after the papillary muscles. Image analysis was performed using Vevo LAB 3.1 software (VisualSonics). Measurements of the left ventricular internal dimension at both end-systole and end-diastole were made in 3–6 consecutive cardiac cycles and averaged for analysis. In a subset of animals, 1 long-axis view and 3 short-axis B-mode views (measured near the apex, papillary muscle, and distal areas of the heart) were used to trace end-diastolic and end-systolic areas to determine left ventricular volume. Left ventricular volumes and the left ventricular EF were then calculated using a modified Simpson’s method.

### Flow cytometry.

Mice were euthanized and hearts were extensively flushed with saline to remove peripheral cells. Infarcted myocardium was then excised, minced with fine scissors, and digested with collagenase and DNase at 37°C for 30 minutes as described previously (21). Cardiac tissue was then homogenized by pipetting and subsequently filtered through a 40 μm cell strainer. Erythrocytes were lysed, and total viable cell numbers were determined by Trypan blue staining. Cells were then incubated with Fc Block (BioLegend) for 15 minutes before being labeled with fluorescently conjugated antibodies for 30 minutes. Flow cytometry was performed on a LSRFortessa X-20 cytometer (BD Biosciences), and data were analyzed by FlowJo software (TreeStar). Macrophages were identified as CD11b^+^Ly6GLy6C^lo^F4/80^+^ and further distinguished by MHCII expression (Supplemental Figure 10). Monocytes were identified as CD11b^+^Ly6G^lo^Ly6C^hi^F4/80^–^, and DCs were further distinguished by CD11c and MHCII expression. Neutrophils were identified as CD11b^+^Ly6G^+^.

### qPCR.

RNA was extracted from cell culture, infarcted myocardium, or sorted macrophages using TRIzol (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s instructions. mRNA was transcribed to cDNA using the iScript cDNA synthesis kit (Bio-Rad). qPCR was performed on an Applied Biosystems StepOnePLus System (Thermo Fisher Scientific) using SYBR Green probes. Results are expressed as ΔΔCt values normalized to β-2m and graphed as relative expression compared with controls.

### Histology and immunofluorescence staining.

Murine hearts were flushed extensively with PBS and then infused and fixed with 4% phosphate-buffered formalin at physiological pressures. For immunohistochemistry, frozen section samples were acclimated in OCT and then placed in cryomolds and submerged in fresh OCT. Blocks were flash-frozen in an isopentane slurry and chilled with liquid nitrogen. Transverse cryosections were cut at a thickness of 10 μm on a Leica cryostat and placed on Superfrost Plus–coated slides (Thermo Fisher Scientific). Before antibody staining, sections were rehydrated with PBS and permeabilized with ice-cold methanol, followed by nonspecific protein binding blocked with 1% albumin for 1 hour. Incubation with the indicated primary antibodies was carried out overnight at 4°C. After rinsing with saline, the sections were incubated with the respective fluorescence-conjugated secondary antibodies and counterstained with DAPI nuclear stain before sealing with VECTASHIELD Antifade Mounting Medium (Vector Laboratories). Slides were visualized under a fluorescence scope, and images were processed using ImageJ.

### Bone marrow macrophage isolation.

Briefly, mice were euthanized by CO_2_ asphyxiation, and the hind limbs were removed with surgical scissors. Femurs and tibiae were extracted and placed on ice in sterile PBS. In a biological cabinet, the bones were briefly sterilized in 70% ethanol followed by flushing using a 10 mL syringe/26 gauge needle filled with DMEM, and the contents were collected in 15 mL conical tubes. Following erythrocyte lysis, the cell suspension was filtered and plated at a density of 2 × 10^6^ cells per 100 mm Petri dish in macrophage media (DMEM, supplemented with a 100 U/mL penicillin/streptomycin mixture, 10% FBS, 1% sodium pyruvate, 1% glutamine, and 20% L-929 conditioned media). After 4 days, 50% of the medium was replaced and then completely replaced after 6 days. The medium was again replaced prior to experimental use.

### Efferocytosis assays.

BMDMs were incubated with 100 ng LPS (MilliporeSigma) in complete media (DMEM, 100 U/mL penicillin/streptomycin mixture, 10% FBS, 1% sodium pyruvate, 1% glutamine) for the indicated durations, and cell lysates were collected for further analysis as described below. For assessment of efferocytosis, thymuses and spleens were harvested from 6-week-old mice using sterile techniques and cultured in complete media. Apoptosis was induced by the addition of 100 ng/mL dexamethasone in thymocytes for 4–6 hours. For splenocytes, apoptosis was induced by UV irradiation for 8 minutes followed by 2 hours of culturing at 37°C. Apoptosis was confirmed using a flow cytometric annexin V staining protocol. Washed and counted ACs were then cocultured with BMDMs at a ratio of 5:1 for the indicated duration and medium, and cell lysates were collected for Western blotting and RNA assessment.

### RNA-Seq and ChIP-Seq.

For bulk tissue RNA-Seq analysis, infarcted left ventricular tissue was collected from *Vegfc^fl/fl^* *LysMCre* mice and *LysMCre* mice 9 days after MI. In naive animals, LVs of the same approximate mass and anatomical area were also collected. RNA was extracted by column-based, solid-phase extraction using the RNeasy Plus Mini Kit (QIAGEN), and quality and quantity were assessed using the Agilent Bioanalyzer (Agilent Technologies) and a Qubit Fluorometer (Invitrogen, Thermo Fisher Scientific), respectively. Libraries were generated using a TruSeq Stranded mRNA kit (Illumina) according to the manufacturer’s protocol, and the library quality was assessed with a Bioanalyzer. Sequencing was performed using the Illumina HiSEQ 4000 according to the manufacturer’s provided protocols and reagents. Sequencing and differential gene expression analysis were performed at the Northwestern Center for Genetic Medicine NUseq Core. For CHIP-Seq, primary macrophages were collected from C57BL/6J mice and cocultured with apoptotic Jurkat cells (compared with controls with no ACs). DNA was cross-linked, sheared, and then co-immunoprecipitated with an anti-H3K27Ac antibody. CHIP peak calling and downstream analysis were carried out using HOMER software (49). A heatmap was generated using EaSeq (50). The RNA-Seq and Chip-Seq data sets included in this study are available in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE196867).

### Protein analysis.

Cells were lysed in RIPA buffer with a protease inhibitor cocktail. Protein extracts were subjected to SDS-PAGE. Anti-VEGFC (Santa Cruz Biotechnology) and anti–β-actin antibodies were used for immunodetection overnight at 4°C. Following exposure to HRP-conjugated secondary antibodies, reactive bands were visualized with enhanced ECL plus reagents, and band density analyzed with ImageJ. See complete unedited blots in the supplemental material. 

### Statistics.

Analyses were performed with GraphPad Prism 8 (GraphPad Software). Comparisons between 2 groups were done using a 2-tailed, unpaired *t* test with a 95% CI. For comparisons of more than 2 variables, 1-way or 2-way ANOVA was used with a 95% CI, and when necessary, Tukey’s test was used to correct for multiple comparisons. The experimental sample size is indicated in the figures and represents pooled data from 2 or more independent experiments. Data are presented as the mean ± SEM. The criteria for significant differences are indicated in the figure legends. Statistical significance for all figures was set at *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Study approval.

All animal studies were conducted in accordance with guidelines using protocols approved by the IACUC of Northwestern University.

## Author contributions

KEG, WM, GO, and EBT designed the experiments and co-wrote the manuscript. KEG and WM performed most of the experiments, and LG, XL, and MD collaborated on some of them. KEG carried out surgical procedures, and CL assisted with bioinformatics analysis. MK provided the *Vegfc^fl/fl^* mouse strain, and MF provided the *Cd36^fl/fl^* mouse strain.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
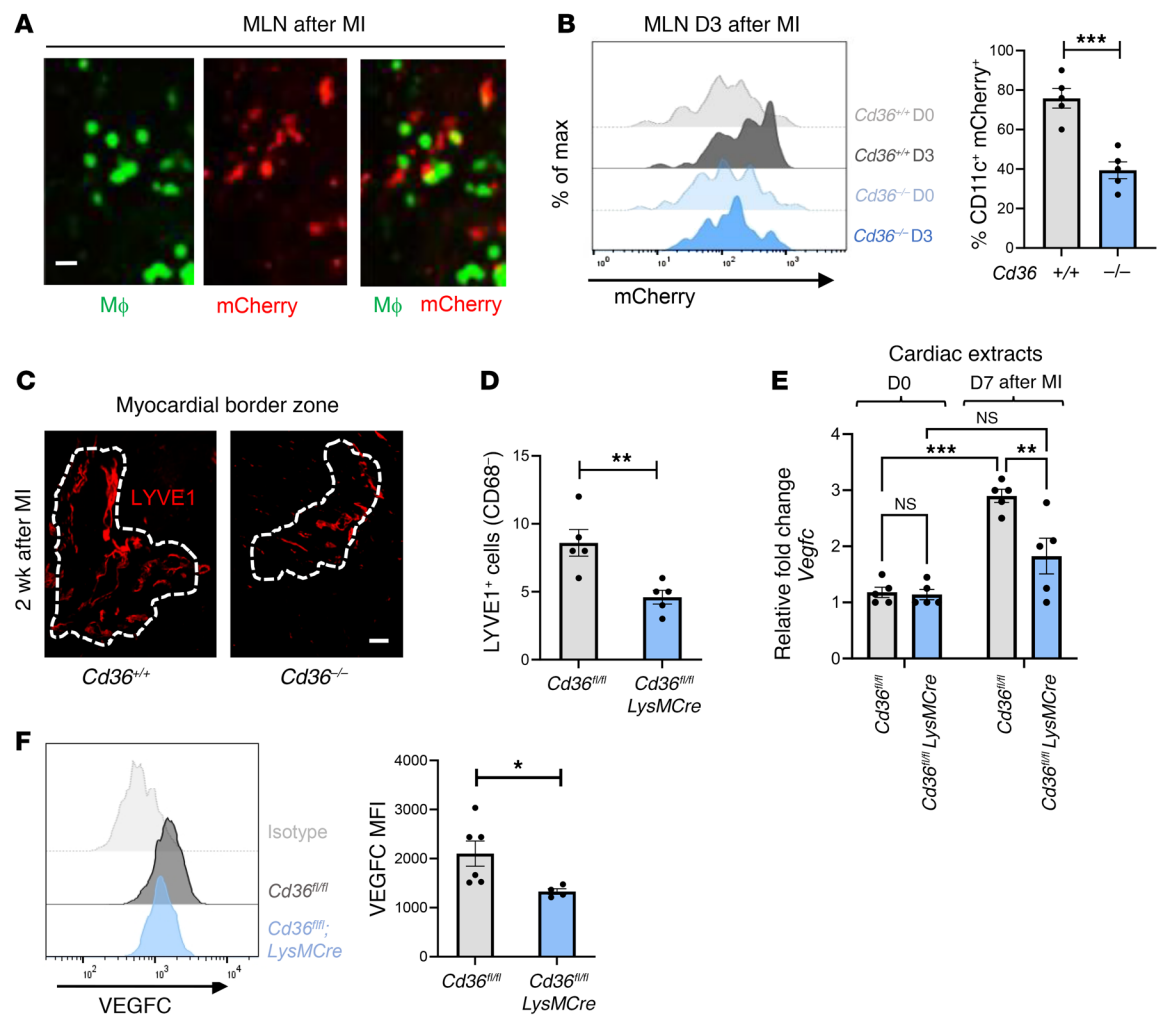
Bone marrow–derived *Cd36* is required for both the accumulation of cardiac antigens in MLNs and increased tubular LYVE1 staining after MI. (**A**) Imaging of murine MLN cross-sections 3 days after ligation of the LAD artery. Macrophages (MΦ) from *LysMCre-EGFP* mice show EGFP signal, and cardiomyocyte debris from *Myh6-mCherry*–transgenic mice show red signal. Scale bar: 40 μm. (**B**) Chimeric *Myh6-mCherry* mice, deficient for bone marrow–derived *Cd36*, were subjected to coronary artery occlusion. Three days after MI (D3), MLNs were harvested, and flow cytometric analysis of Ly6g^–^CD11b^+^CD11c^+^ cells was performed. *n =* 5 per group. max, maximum. ***P < 0.0005, by 2-tailed, unpaired *t* test. (**C**) C57BL/6 mice were subjected to MI via coronary occlusion of the LAD artery. Representative immunofluorescence images were taken from 2 weeks after MI. Data display tubular LYVE1^+^ staining of the myocardial infarct border zone in *Cd36^–/–^* mice versus *Cd36^+/+^* mice. Scale bar: 125 μm. (**D**) Border zone quantification of LYVE1^+^CD68^–^ nuclei in *Cd36^fl/fl^* versus *Cd36^fl/fl^* *LysMCre* mice after MI. *n* = 5 per group. **P < 0.007, by 2-tailed, unpaired *t* test. (**E**) qPCR analysis of myocardial *Vegfc* in *Cd36-*deficient mice after MI. *n =* 5 per group. **P < 0.005 and ***P < 0.0001, by 2-way ANOVA followed by Tukey’s test. (**F**) Expression of VEGFC in cardiac macrophages with myeloid-specific deletion of *Cd36* compared with controls 7 days after MI. *n =* 4–6 mice per group pooled from 2 independent experiments. *P < 0.05, by 2-tailed, unpaired *t* test.

**Figure 2:**
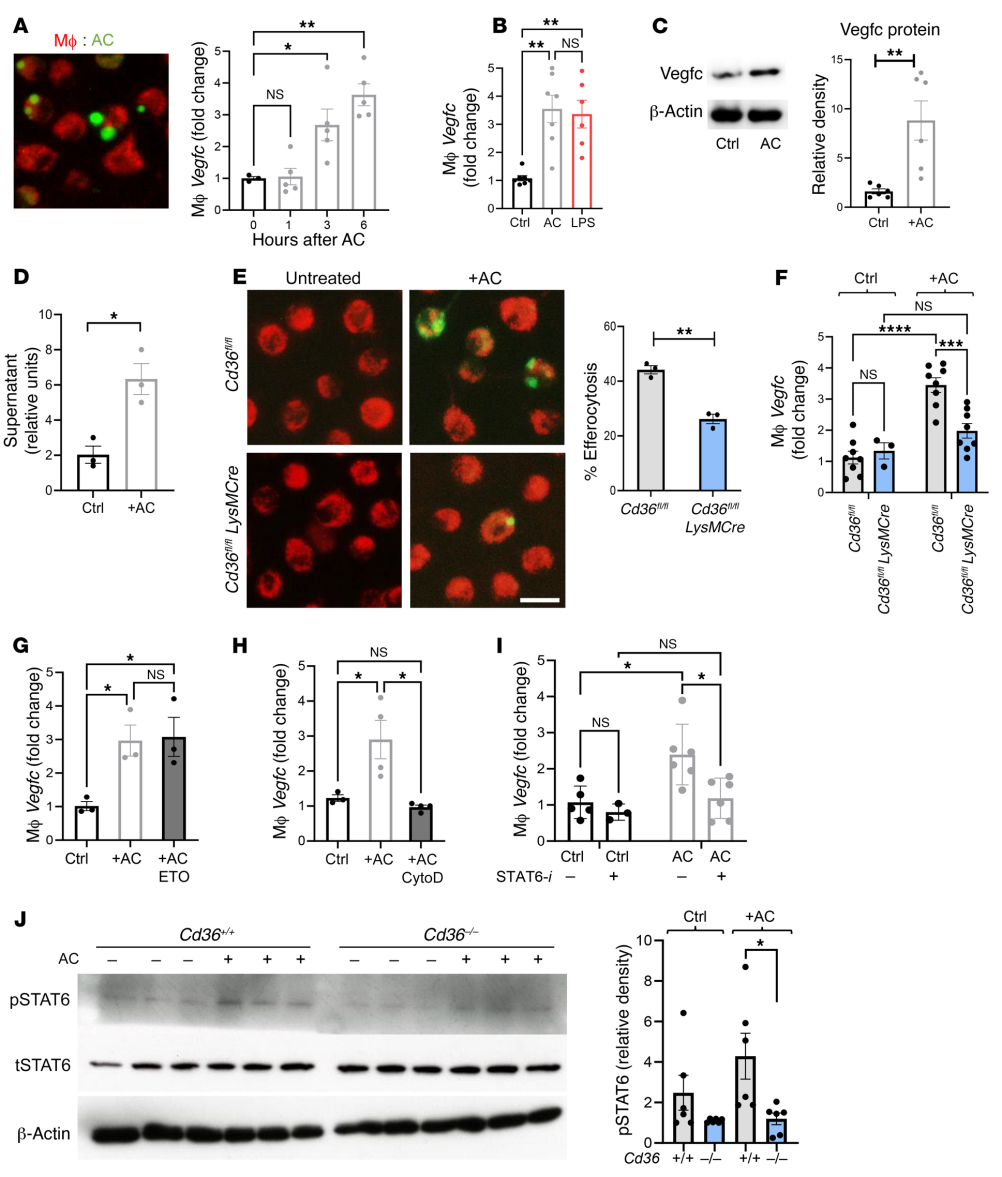
*Vegfc* is induced in macrophages during efferocytosis. (**A**) Photomicrograph depicts primary BMDMs (red) cocultivated with fluorescently labeled (green) ACs. Original magnification, ×40. Bar graph shows the quantification of gene expression at the indicated time points after AC cocultivation. *n =* 3–5. *P < 0.03 and **P < 0.003, by 1-way ANOVA with Tukey’s test. (**B**) Macrophage gene expression after treatment with either ACs or LPS (100 ng/mL). *n =* 6 per group. **P < 0.006. (**C**) Representative protein immunoblots of VEGFC, 6 hours after efferocytosis and densitometric analysis. *n =* 6 pooled from 2 independent experiments. **P < 0.005. (**D**) VEGFC ELISA of macrophage supernatant 9 hours after treatment with ACs versus control. *n =* 6. *P < 0.01. (**E**) BMDMs from *Cd36^+/+^* and *Cd36^–/–^* animals were cocultured for 3 hours with ACs. After sequential washes, cells were imaged on an Olympus fluorescence microscope, and the percentage of efferocytosis was calculated from 10 random fields per replicate. Scale bar: 20 μm. Data are representative of 2 independent experiments with *n =* 3 wells per group. **P < 0.01. (**F**) BMDMs from *Cd36^+/+^* and *Cd3^–/–^* animals was assessed for gene expression before and after treatment with ACs. *n =* 3–8 per group. ***P < 0.0005 and ****P < 0.0001. (**G**) Macrophage *Vegfc* gene expression after treatment with either ACs or with ACs plus etomoxir (ETO). *n =* 3–4 wells per group. *P < 0.01. (**H**) Quantification of gene expression in macrophages treated with ACs versus ACs plus cytochalasin D (CytoD). *n =* 3 per group. *P < 0.02. (**I**) Inhibition of STAT6 with AS1517499 blocked efferocytic *Vegfc* induction. *P < 0.01. (**J**) To assess STAT6 phosphorylation, macrophages were cultured as above, and lysates were prepared in RIPA buffer and then assessed by Western blotting. *n =* 6 pooled samples from 2 independent experiments. *P < 0.05. Data are presented as the mean ± SEM. Statistical significance was determined by 2-way ANOVA followed by Tukey’s test (**B** and **F**–**J**) and 2-tailed, unpaired *t* test (**C**–**E**). Ctrl, control.

**Figure 3:**
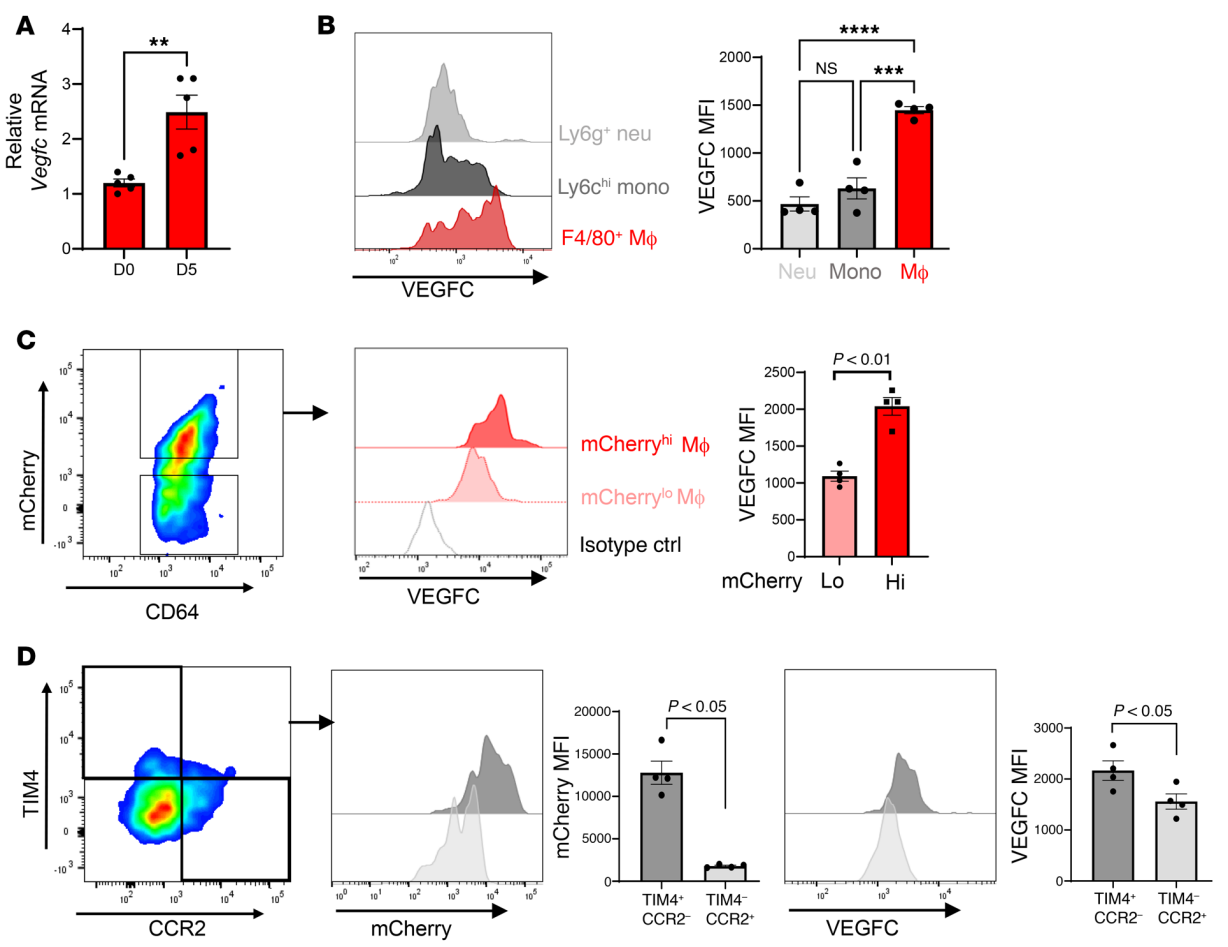
Selective expression of *Vegfc* in cardiac macrophages after MI. (**A**) Sorted cardiac macrophages 5 days after MI were assessed for *Vegfc* mRNA expression compared with non-MI mice. *n =* 5/group. **P < 0.005, by unpaired *t* test. (**B**) Histogram of VEGFC expression in the indicated cell types by quantitative flow cytometry using cardiac extracts, 7 days after MI. Neutrophils (Neu) were defined as CD11b^+^Ly6g^+^; monocytes (Mono) were CD11b^+^Ly6g^–^Ly6c^hi^F4/80^–^; macrophages (Mac) were defined as CD11b^+^Ly6g^–^Ly6c^lo^F4/80^+^CD64^+^. *n =* 4 per group. ***P < 0.0002 and ****P < 0.0001, by 2-way ANOVA followed by Tukey’s test. (**C**) mCherry mice were subjected to coronary ligation to track the uptake of cardiac antigens. Cardiac macrophages with higher levels of mCherry signal also expressed higher levels of VEGFC. *n =* 4 per group. *P <* 0.01, by 2-tailed, unpaired *t* test. (**D**) Cardiac macrophages were further classified by TIM4 (resident) or CCR2 (recruited) expression. TIM4^+^ resident macrophages had a higher frequency of mCherry uptake and expressed higher levels of VEGFC. *n =* 4 per group. Data were pooled from 2–3 independent experiments. *P <* 0.05, by 2-tailed, unpaired *t* test. Data are presented as the mean ± SEM.

**Figure 4:**
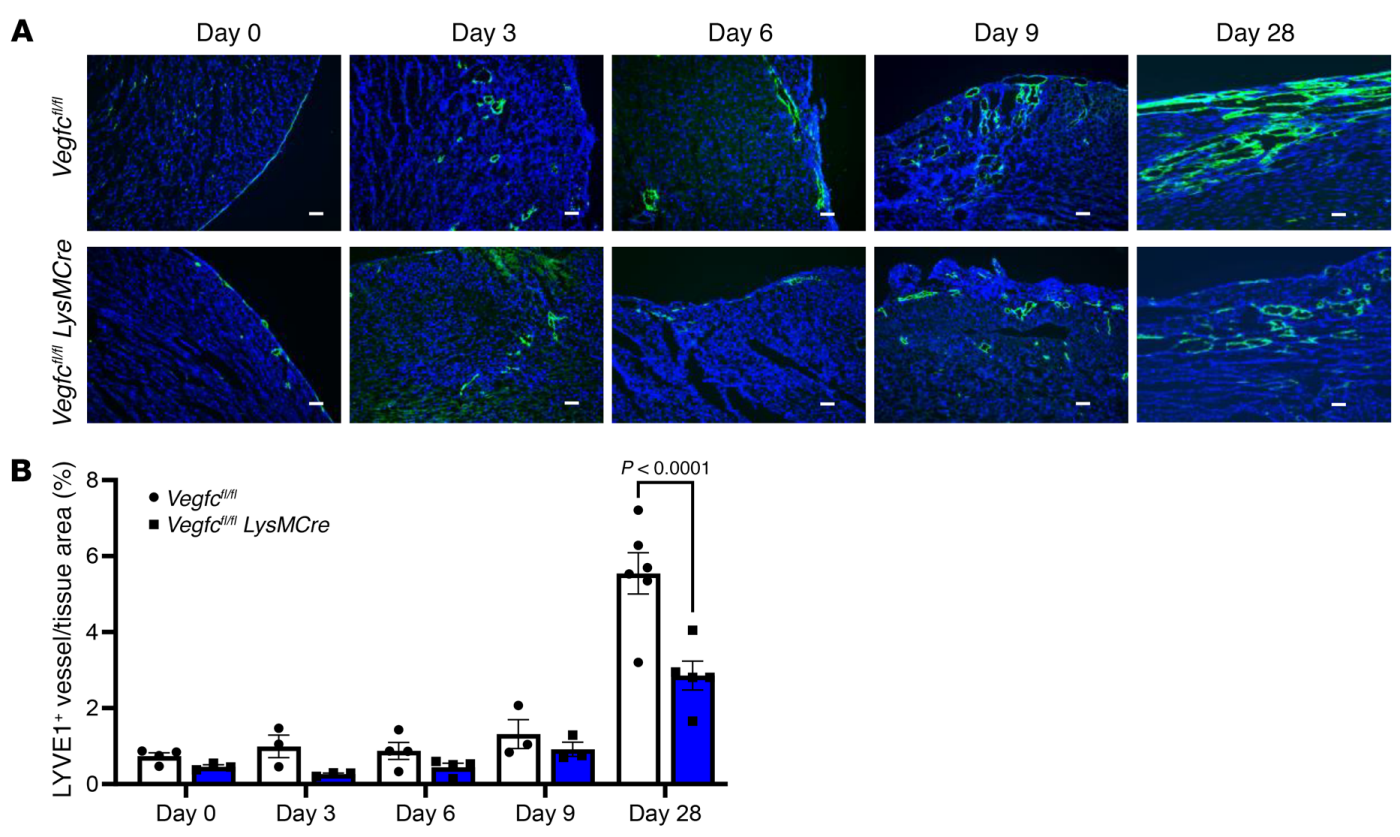
Myeloid deletion of *Vegfc* reduces lymphatic vessel density after MI. (**A**) Representative photomicrographs showing LYVE1 staining of coronary lymphatic vessels from *Vegfc^fl/fl^* *LysMcre* mice and *Vegfc^fl/fl^* littermates after permanent ligation of the LAD artery at the indicated time points. Scale bars: 50 μm. (**B**) Quantification of LYVE1 staining in myocardial ischemic AAR. *P <* 0.0001, by 2-way ANOVA followed by Tukey’s test. Data are presented as the mean ± SEM.

**Figure 5:**
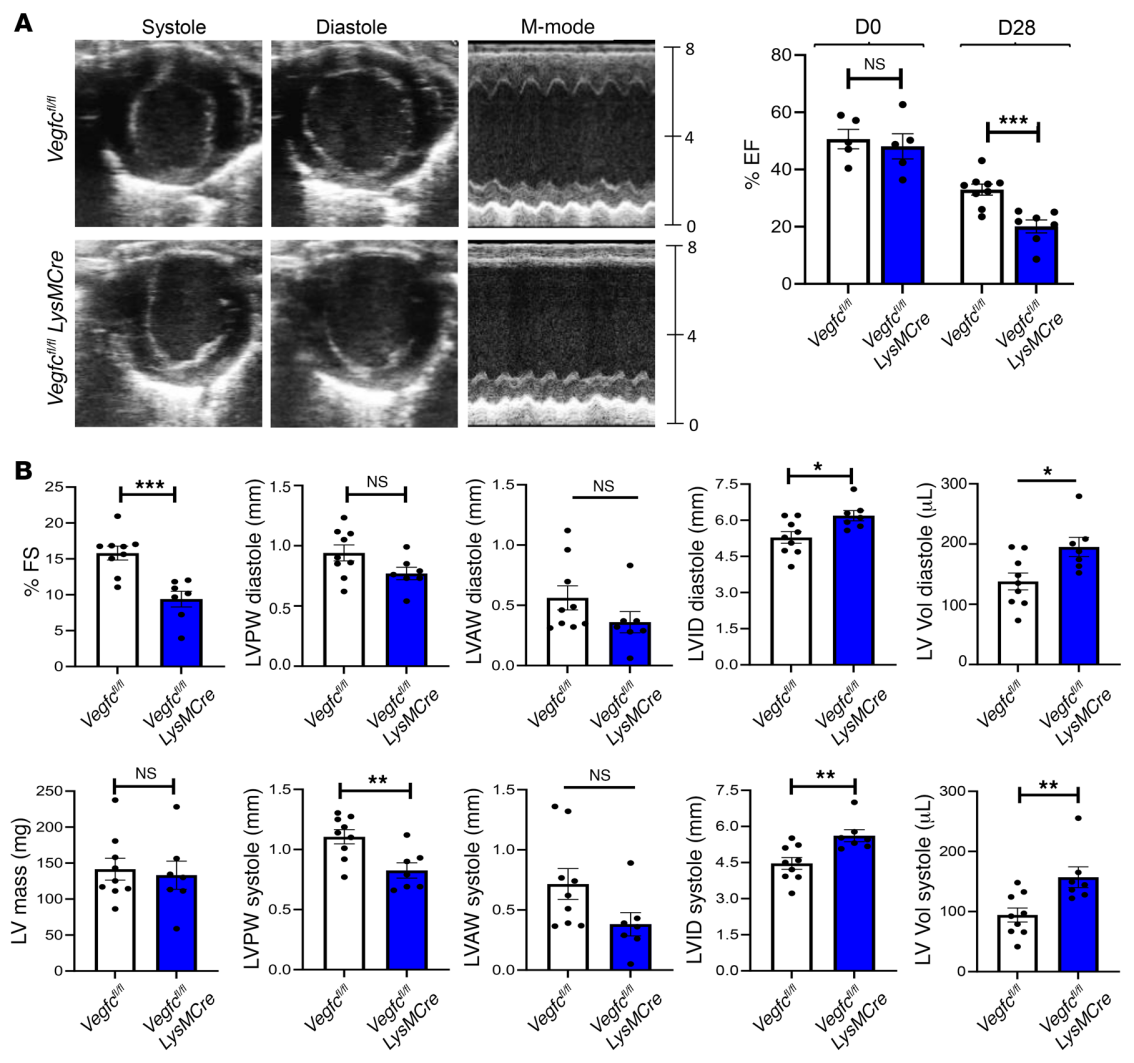
Myeloid *Vegfc* deficiency leads to impaired cardiac function after MI. (**A**) *Vegfc^fl/fl^* *LysMCre* mice along with littermate *Vegfc^fl/fl^* controls were subjected to permanent ligation of the LAD artery. Representative M-mode still frames used for analysis showed a significant reduction in ventricular wall thickness and contraction in *Vegfc*-deficient animals. Parasternal short-axis M-mode measurements were collected prior to surgery (day 0) and again on day 28 after the ligation procedure. Using EF measurements as an indicator of cardiac function, no inherent differences were observed prior to injury, however, after 28 days, the *Vegfc*-deficient animals showed a significant reduction in EF. *n =* 9 control *Vegfc^fl/fl^* controls; *n* = 7 *Vegfc^fl/fl^ LysMCre* mice. ***P < 0.005, by 2-tailed, unpaired *t* test. (**B**) Additional indices measured by echocardiography show significantly worsened indicators of systolic function including ventricular wall thickness, internal diameter, and volume. *P < 0.05, **P < 0.01, and ***P < 0.005, by 2-tailed, unpaired *t* test. FS, fractional shortening, LV Vol, left ventricular volume; LVID, left ventricular internal diameter; LVAW, left ventricular anterior wall thickness; LVPW, left ventricular posterior wall thickness.

**Figure 6:**
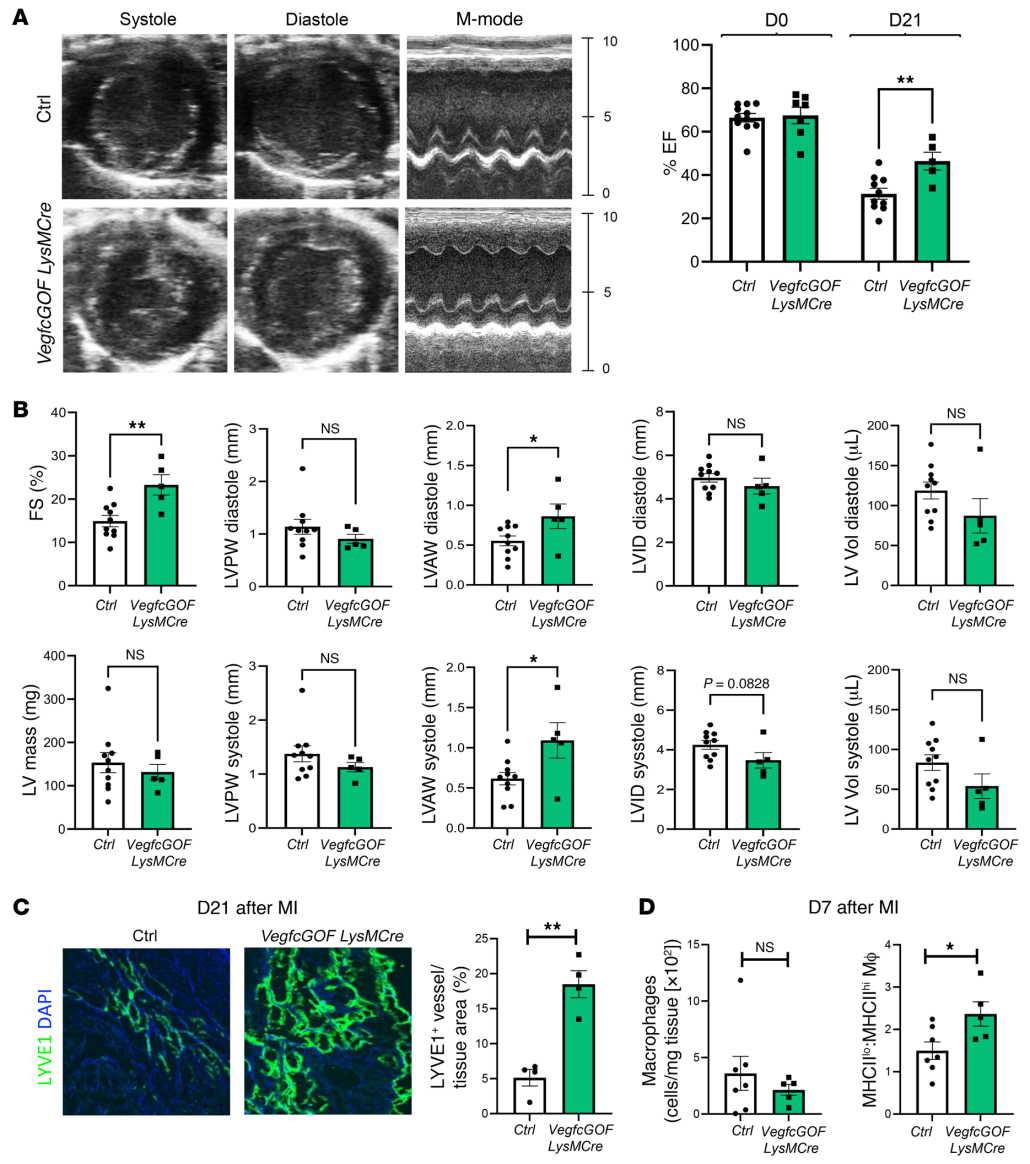
Myeloid *Vegfc* overexpression leads to improved cardiac function and increased lymphangiogenesis after MI. (**A**) *VegfcGOF* *LysMCre* mice and littermate controls were subjected to permanent ligation of the LAD artery. Parasternal short-axis M-mode measurements were collected prior to surgery (day 0) and again on day 21 after the ligation procedure to obtain EF measurements as an indicator of cardiac function. (**B**) Additional indices measured by echocardiography showed significantly improved indicators of systolic function including ventricular wall thickness, internal diameter, and volume. *n =* 9 control mice and *n* = 5 *VegfcGOF* *LysMCre* mice. (**C**) Representative photomicrographs and quantification of imaging from cardiac sections that were immunostained for LYVE1 in *VegfcGOF* *LysMCre* mice versus control, after MI. *n =* 4 per group. Original magnification, ×10. (**D**) Cardiac macrophages were assessed by flow cytometric analysis 7 days after MI. No significant differences in the absolute number of macrophages were observed. However, *VegfcGOF* *LysMCre* mice maintained a higher frequency of reparative MHCII^lo^ macrophages. *P < 0.05 and **P < 0.01, by 2-tailed, unpaired *t* test (**A**–**D**).

**Figure 7:**
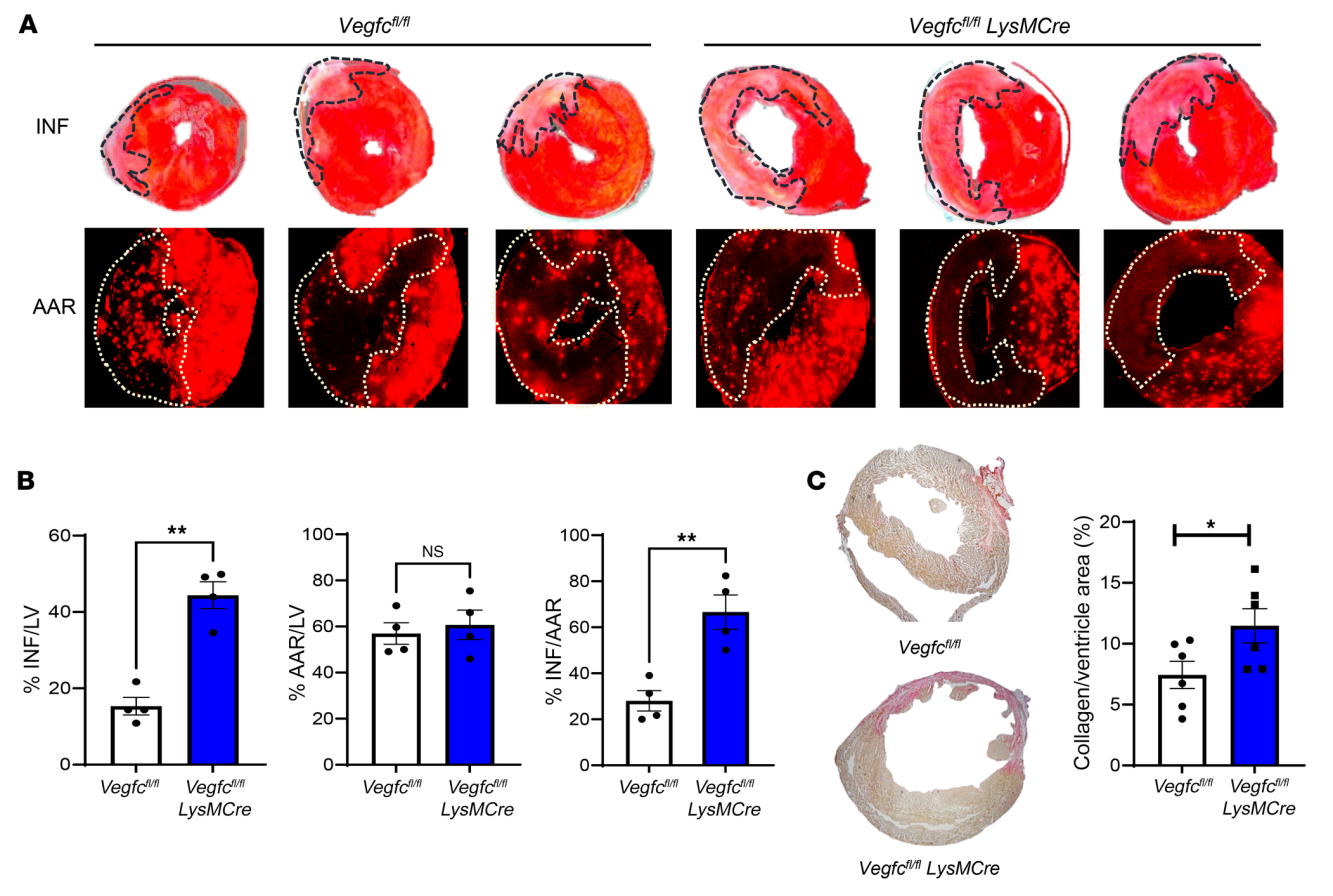
Myeloid-derived *Vegfc* ameliorates scarring and infarct size after MI. Mice of the indicated genotypes were subjected to experimental MI after ligation of the LAD artery. (**A**) The AAR was determined by intramyocardial circulation of fluorescent microbeads, and the infarct (INF) size was determined by TTC staining 7 days after the MI. (**B**) Quantification of the AAR and infarct size. *n =* 4 per group. **P < 0.0018, by 2-tailed, unpaired *t* test. (**C**) Representative Picrosirius red staining and quantification of fibrosis in cardiac sections on day 28 after the ligation procedure. *n =* 6 per group. *P < 0.05, by 2-tailed, unpaired *t* test.

**Figure 8:**
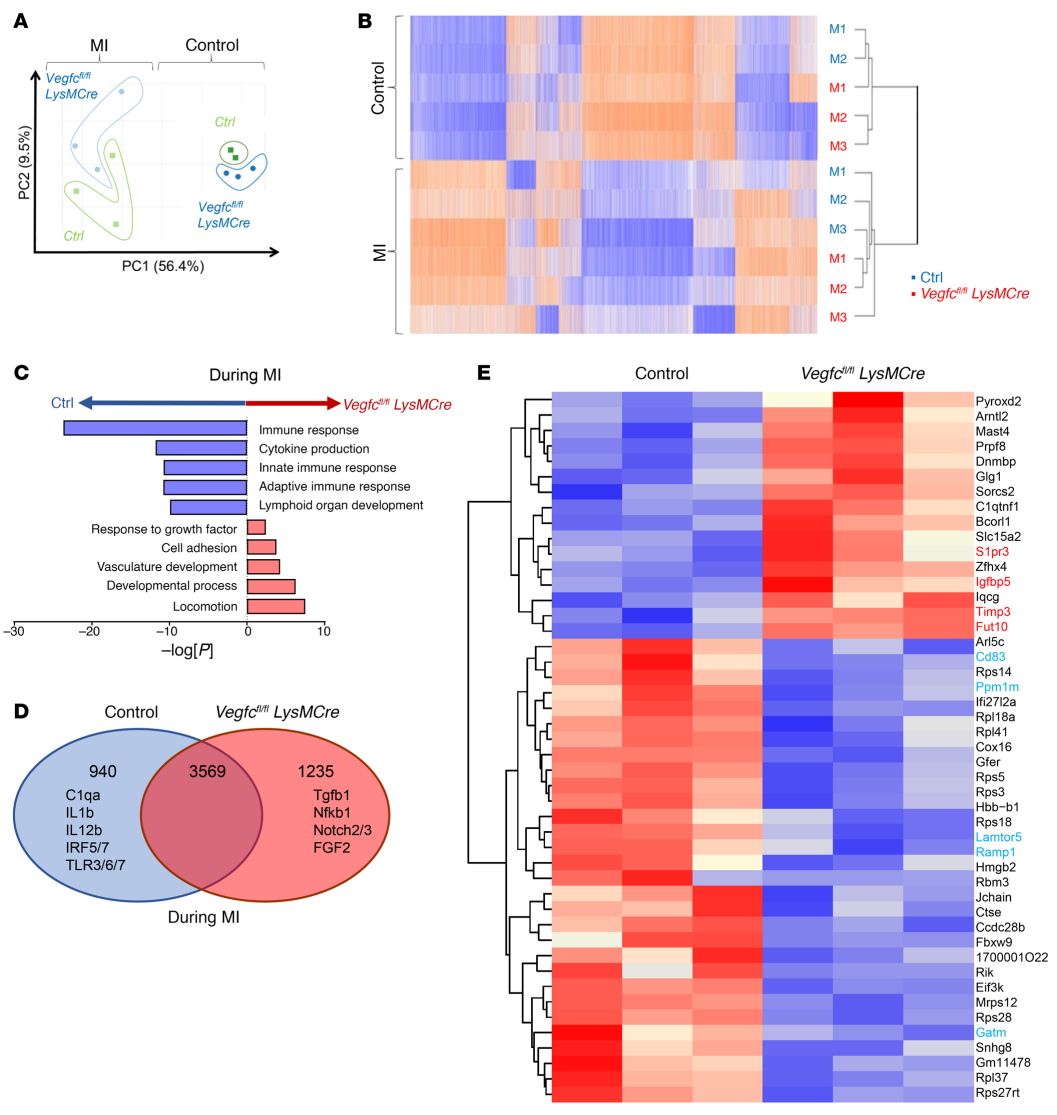
Impaired immune response with myeloid *Vegfc* deficiency after MI. Experimental C57BL/6 or *Vegfc^fl/fl^* versus *Vegfc^fl/fl^* *LysMCre* mice were subjected to coronary artery occlusion, and bulk mRNA gene expression analysis was performed for the LV. (**A**) Principal component analysis (PCA) revealing MI as a main source of variance in the data set. Data for the nonligated animals were clustered together, consistent with relatively comparable gene expression profiles at steady state. (**B**) Heatmap analysis and hierarchical clustering revealed distinct changes between nonligated and ligated animals at the transcriptional level. M1, M2, and M3 represent individual animals used for each group. (**C**) Gene ontology pathway interrogation revealed significant downregulation of immune response genes in the absence of myeloid *Vegfc*. In contrast, developmental pathways were induced in *Vegfc^fl/fl^* *LysMCre* mice, consistent with a hypertrophic response. (**D**) Venn diagram of differentially expressed or shared expression genes. (**E**) Heatmap of normalized top 50 absolute log fold changes in *Vegfc^fl/fl^* *LysMCre* mice compared with controls after MI. Genes highlighted in red are associated with inflammation and fibrosis, whereas those in cyan are associated with a lymphatic response and inflammation resolution.

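Principal components were computed from log2 CPM of the 14779 genes tested, centred and not scaled. The first component held 72.7% of the variance and the second 5.97%. On the first component the 5 naive libraries lay between -95.9 and -79.0 and the 6 MI libraries between 40.4 and 102.6. Scaling each gene to unit variance moved the share of the first component most, to 58.2%, and that of the second to 8.92%. Xist was at 188 to 403 CPM in the 6 MI libraries and at 0.624 to 11.8 CPM in the 5 naive libraries. The sum of 4 Y-linked genes was at 152 to 195 CPM in the naive libraries and at most 1.84 CPM in the MI libraries. Every MI library thus differed from every naive library in these genes, and this difference and MI cannot be told apart. MI changed 7450 genes in control mice (3882 higher, 3568 lower) and 8520 genes in Vegfc-deficient mice (4432 higher, 4088 lower) at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

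**Figure D3:**
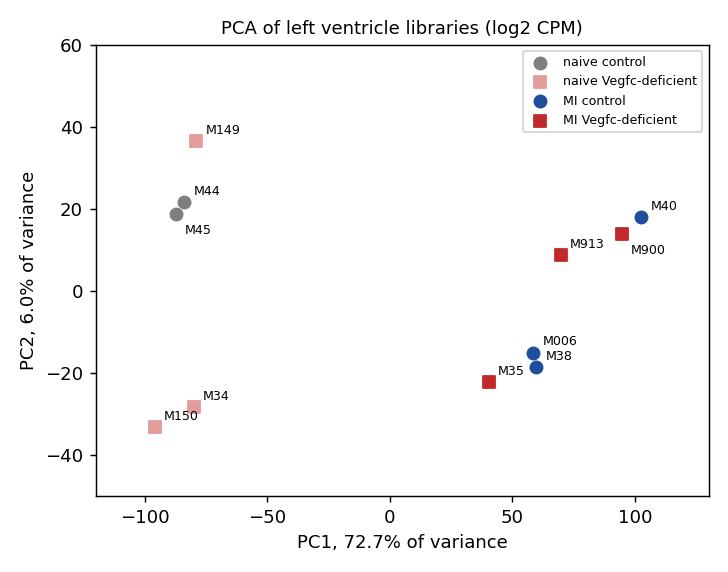
Scores of the 11 libraries on the first 2 principal components of log2 CPM, with the share of variance on each axis. Circles are control and squares Vegfc-deficient libraries, naive libraries lie at -95.9 to -79.0 on the first component and MI libraries at 40.4 to 102.6.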

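Between naive Vegfc-deficient and naive control hearts, 0 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 499 had an unadjusted p under 0.05. Pearson's r of log2 CPM, computed across genes, which are not independent replicates, was 0.969 to 0.980 between naive libraries of different genotype. It was 0.984 between the 2 naive control libraries and 0.980 between naive Vegfc-deficient M150 and M34. The library labelled naive Vegfc-deficient M149 had r of 0.975 and 0.980 with the naive control libraries M44 and M45, and of 0.964 and 0.966 with M150 and M34. Between naive and MI libraries r was 0.788 to 0.901. Hierarchical clustering into 2 clusters placed the 5 naive libraries in one and the 6 MI libraries in the other. On the second principal component the library labelled naive Vegfc-deficient M149 lay at 36.5, the naive control libraries at 21.7 and 18.7, and naive Vegfc-deficient M34 and M150 at -28.3 and -33.2. The DESeq2 Wald test called 14 genes between the naive groups, and edgeR called 17 without M149.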

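The Reactome set Immune System (776 genes tested) had a median log2 fold change of -0.043 between MI Vegfc-deficient and MI control hearts, with 339 genes higher and 437 lower. The medians were -0.037 for Innate Immune System, -0.026 for Adaptive Immune System and -0.035 for Cytokine Signaling in Immune system. Adjusted p-values of these 4 sets by limma's camera with Benjamini-Hochberg adjustment were 0.634, 0.634, 0.686 and 0.691. Without MI control M38 the medians of the 4 sets were 0.064, 0.040, 0.066 and 0.089. MHC class II and dendritic cell markers had a median log2 fold change of -1.21, with 10 of 12 genes lower, and T cell markers one of -1.43, with 10 of 10 lower. Adjusted p-values of the latter pair by limma's camera with Benjamini-Hochberg adjustment were 0.0138 and 0.0393. Without M38 the medians of the pair were 0.048 and 0.11. B cell markers moved the other way, with a median of 0.63 and 6 of 8 genes higher (adjusted p = 0.0425 by limma's camera with Benjamini-Hochberg adjustment), and had a median of 0.19 without MI Vegfc-deficient M35. Macrophage markers had a median of -0.23 and neutrophil markers one of 0.11, with adjusted p-values of 0.328 and 0.735 by limma's camera with Benjamini-Hochberg adjustment. With the inter-gene correlation estimated from the data, 0 of the preset sets in use passed. Among the 1187 genes changed by MI in control mice alone, the odds ratio was 1.65 for Immune System, 1.77 for Adaptive Immune System, 1.75 for Cytokine Signaling and 1.26 for Innate Immune System against all genes tested. By Fisher's exact test (two-sided) with Benjamini-Hochberg adjustment, adjusted p-values were 2.51e-04, 0.00233, 0.033 and 0.282. With MI effects called at an adjusted p under 0.01, the odds ratio for Immune System was 1.19 and 0 sets passed.

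**Figure D4:**
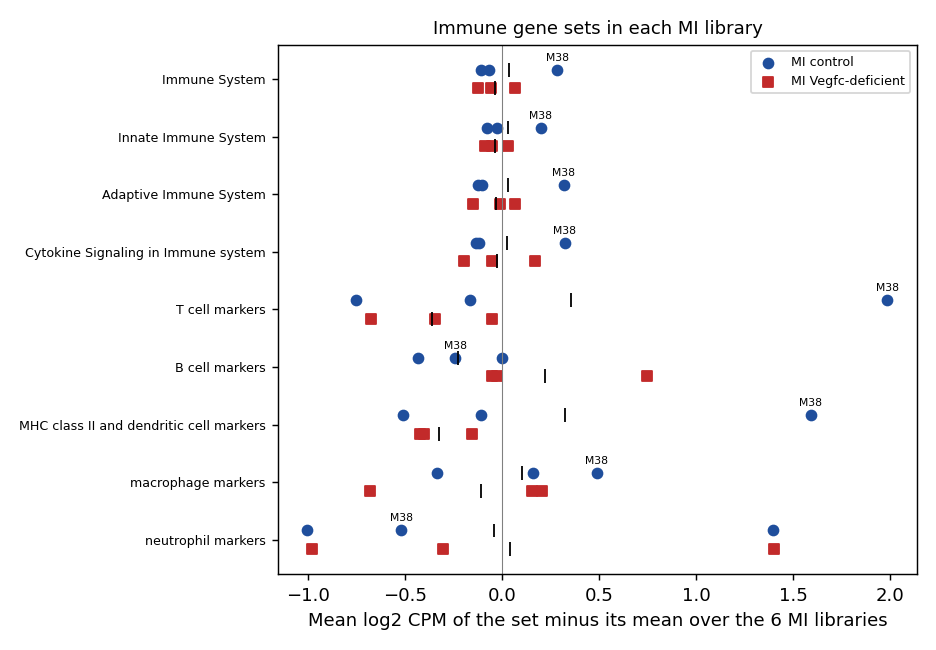
Mean log2 CPM of 9 immune gene sets in each MI library, relative to the mean over the 6 MI libraries, with points for libraries and lines for group means. MI control M38 is the highest library in 7 sets, at 1.99 for T cell markers, and MI Vegfc-deficient M35 is the highest for B cell markers (0.75) and M900 for neutrophil markers (1.40).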

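The Reactome set Developmental Biology (330 genes tested) had a median log2 fold change of 0.066 between MI Vegfc-deficient and MI control hearts, with 195 genes higher and 135 lower. Extracellular matrix organization (215 genes) had a median of 0.13, with 151 genes higher and 64 lower. Adjusted p-values by limma's camera with Benjamini-Hochberg adjustment were 0.0205 and 0.00308. For Extracellular matrix organization the adjusted p by the same limma test and adjustment ran from 8.5e-06 to 0.781 over the alternatives. Its median was 0.086 without MI Vegfc-deficient M900 and 0.245 without MI control M40. With the trend of fold change on transcript length removed, the median for Developmental Biology was 0.044 (adjusted p = 0.155 by limma's camera with Benjamini-Hochberg adjustment, from 0.00321 to 0.694 over the alternatives). Among the 2257 genes changed by MI in Vegfc-deficient mice alone, the odds ratio was 0.81 for Developmental Biology and 0.57 for Extracellular matrix organization. Adjusted p-values by Fisher's exact test (two-sided) with Benjamini-Hochberg adjustment were 0.382 and 0.0339. Among the 1187 genes changed by MI in control mice alone, the odds ratio was 0.86 for Developmental Biology and 0.27 for Extracellular matrix organization, with adjusted p-values of 0.708 and 0.00233 by the same Fisher's exact test with Benjamini-Hochberg adjustment. Genes changed in both genotypes are left out of both lists. An odds ratio under 1 thus need not mean a weaker response of the set to MI. MI changed 6263 genes in both genotypes. Of the genes changed in one genotype alone, 90.3% (control) and 90.1% (Vegfc-deficient) moved in the same direction in the other genotype, and 0 had an adjusted p under 0.05 for a difference between genotypes (edgeR's interaction test with Benjamini-Hochberg adjustment). With an absolute log2 fold change of at least 1 also required, 868, 3682 and 1283 genes were changed in control mice alone, in both genotypes and in Vegfc-deficient mice alone. From Fig. 8E, 46 gene names were read and 45 were matched. All 45 moved in the direction of the figure, 16 higher and 29 lower, each with 3 Vegfc-deficient libraries beyond 3 control libraries. Of the 45 genes, 0 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and 45 passed with adjustment over the list alone. The list is the paper's own selection from these libraries, so the latter count shows no stability. The list holds 9 ribosomal protein genes. Among all ribosomal protein genes tested, the median log2 fold change was -0.59 in the 18 without a pseudogene named after them. It was -0.49 in the 59 with one, and pseudogenes under other names were not counted.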

**Figure 9:**
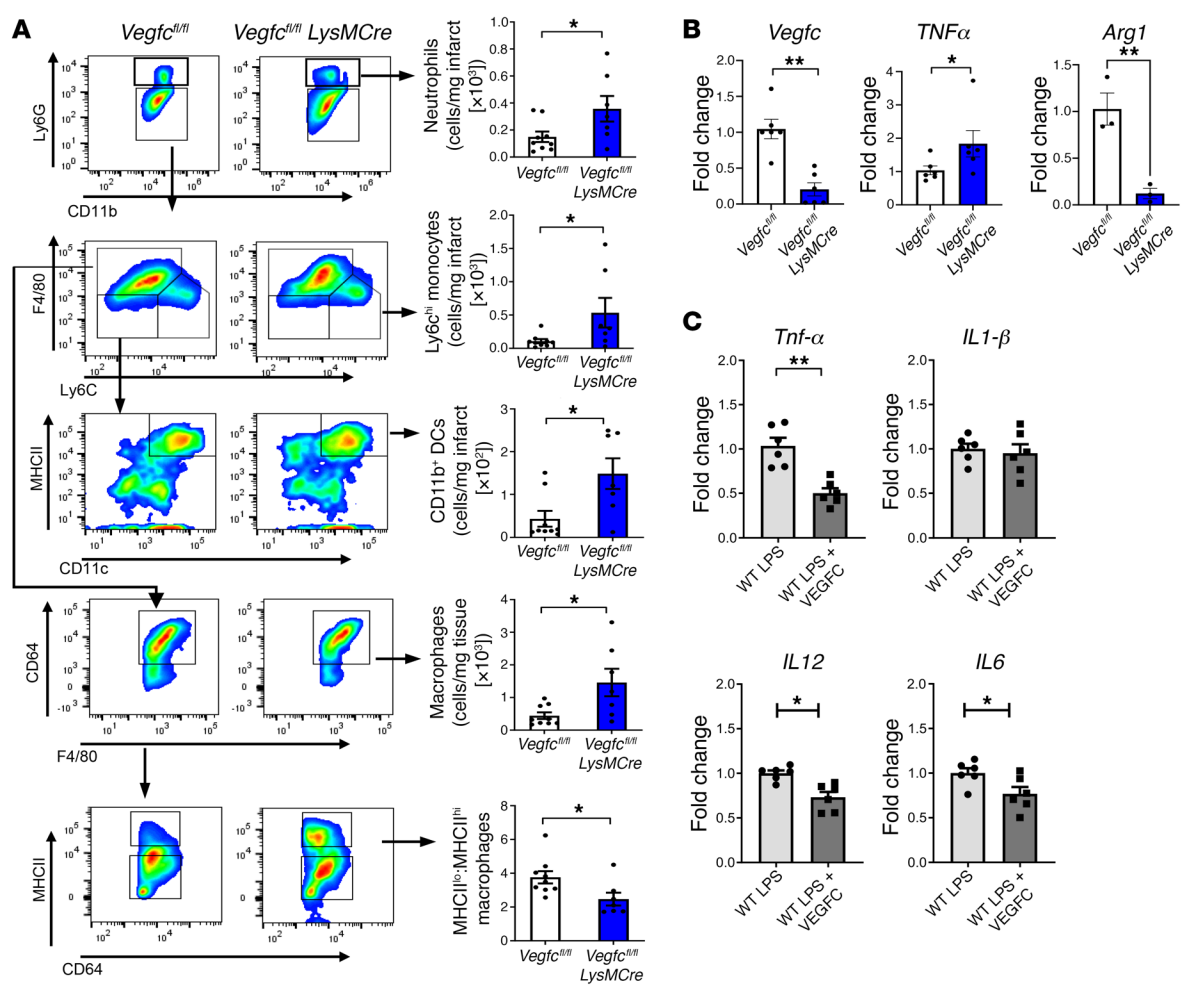
Evidence for heightened cardiac and macrophage inflammation in myeloid *Vegfc*–deficient mice. (**A**) Flow cytometric analysis of the ischemic AAR, 7 days after MI revealed heightened levels of CD11b^+^Ly6g^+^ neutrophils, Ly6c^hi^ monocytes, CD11b^+^CD11c^+^MHCII^hi^ DCs, and CD64^+^F4/80^+^ macrophages. Importantly, the ratio of MHCII^lo^ to MHCII^hi^ macrophages within the infarcted myocardium was significantly altered in *Vegfc*-deficient mice. *n =* 7–9 per group. *P < 0.05, by 2-tailed, unpaired *t* test. (**B**) BMDMs from *Vegfc^fl/fl^* and *Vegfc^fl/fl^* *LysmCre* mice were assessed for indicators of heightened inflammation. Transcript levels were measured by qPCR. An increase in markers of inflammation in *Vegfc*-deficient macrophages was observed along with reduced expression levels of *Arg1*. *n =* 3–6 per group. *P < 0.05 and **P < 0.004, by 2-tailed, unpaired *t* test. (**C**) VEGFC suppressed mRNA expression of inflammatory cytokines. qPCR of LPS-treated macrophages in culture treated with recombinant VEGFC versus control. *n =* 6 per group. *P < 0.05 and **P < 0.001, by 2-tailed, unpaired *t* test.

How the deposited data were processed for this re-analysis (not part of the article)

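RNA from the left ventricle of 11 mice was sequenced, with 2 naive control, 3 naive Vegfc-deficient, 3 MI control and 3 MI Vegfc-deficient libraries, 1 library per mouse. The paper describes stranded mRNA libraries sequenced on an Illumina instrument and a differential expression analysis made at a sequencing core. Its statistics section sets significance at a P under 0.05 for all figures. Its text does not name the aligner, the counting program, the genome build, the test for differential expression or an adjustment for the number of genes.

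The authors deposited raw counts of reads per Ensembl gene, without normalization, for 25006 genes in each library. Of these gene identifiers 24991 were found in GENCODE release M21 of GRCm38, which supplied symbols, coordinates, transcript lengths and GC content. Values in CPM were computed here from the counts and edgeR's TMM factors. Total counts ranged from 10824989 to 26782728 per library, and 3 counts, taken as the smallest detectable amount, corresponded to 0.101 to 0.363 CPM. Replicates within a group differed by 8.24 to 163 times the counting noise, so intervals from counts alone understate the error.

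Groups were taken from the sample labels. The control mice are given as Vegfc fl/fl in the labels' genotype field, as LysMCre in the paper's methods and the labels' protocol, and as a wild-type strain or Vegfc fl/fl in the legend of Fig. 8. The main analysis used edgeR 4.0.16 in R 4.3.3, with filterByExpr by group, TMM factors, and the quasi-likelihood test in 1 fit of all 11 libraries, since the naive control group has 2 libraries and all groups then share an estimate of the spread. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The comparisons were MI Vegfc-deficient against MI control, MI against naive in each genotype, naive Vegfc-deficient against naive control, and the interaction of MI and genotype. Principal components used log2 CPM with a prior count of 2.

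Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, over 19 sets, of which the Reactome sets came with fgsea 1.28.0. A set was used where at least 80% of its members could be matched. The Reactome Translation set had 66.5% matched, so its result is void, and a list of 77 ribosomal protein genes was added in its place after the data were examined. Enrichment of genes changed by MI in 1 genotype alone was tested by Fisher's exact test (two-sided) against all genes tested.

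The named genes were set by a rule written before the data were examined: genes coloured in Fig. 8E, genes listed in Fig. 8D, Vegfc, Lyz2, Lyve1, Prox1, Flt4, Cd36, Tnf, Il6 and Arg1, and the 10 genes with the smallest p-value among those past the threshold and with separated groups, of which there were none. Chil3, Mmp12, Gpnmb, Atp6v0d2, Itgax, Xist, the Y-linked genes and other red cell genes fall outside the rule and were chosen after their values were seen.

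The alternatives tried were the size factors and the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, scaling without ribosomal, haemoglobin and mitochondrial genes, no filter on low counts, a mean CPM of at least 1, removal of trends on transcript length or GC content, a threshold of 0.01, an absolute log2 fold change of at least 1, fits of the compared groups alone, and leaving out each library. The tests were first run on simulated counts with 200 changed genes, drawn from those with higher counts. The spread of each simulated gene was edgeR's estimate over all groups, and no setting had repeat draws. At a fold of 4, edgeR recovered 185 of them with 10 false calls. With a length trend added, 295 false calls were made without a correction and 9 with the trend removed.

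The other experiments of the paper were not analysed here, since the counts cover the left ventricle libraries alone.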

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

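All tests in this part were chosen after the pattern they address was seen. The tests on sex, lung tissue and alveolar macrophages were set before their own values were seen, but how to read the lung and alveolar values was settled after. The tests on transcript length, on other red cell genes and on the share of MI-level transcripts in naive libraries, and the list of ribosomal protein genes, were chosen only after the result was seen.

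The effect of the genotype differed between MI and naive hearts for 4 gene lists, by limma's camera on the interaction. The median interaction log2 fold change was 0.12 for Developmental Biology (203 of 330 genes higher, adjusted p = 0.015 by limma's camera with Benjamini-Hochberg adjustment) and 0.18 for Extracellular matrix organization (139 of 215 genes higher, adjusted p = 0.00167 by the same limma test and adjustment). It was -2.41 for red cell markers (5 of 5 genes lower, adjusted p = 2.75e-04 by the same limma test and adjustment) and -0.78 for ribosomal protein genes (73 of 77 lower). With the trend on transcript length removed, the median was 0.065 for Developmental Biology, with an adjusted p of 0.142 by limma's camera with Benjamini-Hochberg adjustment, so length bias remains a candidate explanation there. It was 0.12 for Extracellular matrix organization, with an adjusted p of 0.0461 by limma's camera with Benjamini-Hochberg adjustment, and -0.45 for ribosomal protein genes, so these were not fully explained by length. With the trend on GC content removed, the adjusted p was 0.0257 for Developmental Biology and 0.0037 for Extracellular matrix organization by limma's camera with Benjamini-Hochberg adjustment. The interaction rests on 2 naive control libraries, and Xist and Y-linked genes differ between all naive and all MI libraries, so none of these lists can be called biological. Of 6 other red cell genes, Slc25a37 and Bpgm could be tested, with interaction log2 fold changes of 0.069 and -0.78 and a median of -0.36. This does not separate blood left in the tissue from a difference in the living heart, so the red cell difference cannot be told apart from the amount of blood in the samples.

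Xist, which the paper does not report on, was at 188 CPM or more in the 6 MI libraries, and the sum of 4 Y-linked genes was at 152 CPM or more in the 5 naive libraries. By these genes the MI libraries were from female and the naive libraries from male mice. A candidate explanation for part of the genes changed by MI is this difference of sex. X and Y genes were not over-represented among the genes changed by MI, with 63.9% of 501 genes changed against 65.7% of the other genes (odds ratio 0.921, Fisher's exact test, two-sided, p = 0.389). Effects of sex on other chromosomes cannot be tested, since each MI library differs from each naive library in these genes, so the effect of MI cannot be told apart from them. Within MI hearts the Y-linked sum was 1.84 CPM in Vegfc-deficient M900 and at most 0.237 CPM in the other 5 libraries. Whether M900 holds material from naive libraries was not tested beyond this. In the naive libraries Il1b was at most 7.16 CPM and Tnf at most 3.24 CPM, against 175 and 17.1 CPM in M900.

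Chil3, a macrophage gene the paper does not discuss, was at 1680 CPM in the library labelled naive Vegfc-deficient M149, 580 and 601 CPM in naive control M44 and M45, 26.0 and 54.2 CPM in naive Vegfc-deficient M150 and M34, and 1.51 to 16.9 CPM in the MI libraries. Candidate sources are RNA from lung tissue and RNA from alveolar macrophages. The sum of 9 lung epithelium markers was 12.0 CPM in M149, and 5.17 and 5.89 CPM in M44 and M45. It was 1.94 and 4.56 CPM in M150 and M34. After MI it was 15.3, 35.9 and 20.1 CPM in control M006, M38 and M40. It was 11.5, 12.0 and 19.9 CPM in MI Vegfc-deficient M35, M900 and M913. Chil3 was at only 1.51 to 16.9 CPM in these MI libraries. The sum of 8 alveolar macrophage markers was 21.1 CPM in M149, 6.78 and 9.70 CPM in M44 and M45, and 3.87 and 3.26 CPM in M150 and M34. In MI control M40 and MI Vegfc-deficient M900 it was 19.2 and 15.8 CPM, with Chil3 at 16.9 and 13.1 CPM, and in M006, M38 and M913 it was 7.97, 5.78 and 5.34 CPM, with Chil3 at 1.51, 2.87 and 3.02 CPM. In MI Vegfc-deficient M35 it was 23.3 CPM, above M149, with Chil3 at 3.82 CPM. Mmp12, Gpnmb, Atp6v0d2 and Itgax were also highest among the naive libraries in M149 and lowest in M150, with Gpnmb at 2800 CPM in M149, 931 and 1330 CPM in M44 and M45, and 45.1 and 162 CPM in M150 and M34. After MI, Mmp12 was at 31.3 to 591 CPM, Gpnmb at 80.3 to 1080 CPM, Atp6v0d2 at 14.3 to 53.9 CPM and Itgax at 29.9 to 88.5 CPM. Among the naive libraries both sums, like Chil3, were highest in M149, and the lung sum had the same order as Chil3. It was not in proportion to Chil3: lung sums of 4.56 and 5.17 CPM in M34 and M44 went with Chil3 at 54.2 and 580 CPM. The naive values thus do not rule out either source, and the lung sum alone does not give the size of the Chil3 difference. Lyz2 was at 4565 CPM in M149, so its label remains open. What Lyz2 should show in the control mice depends on whether they carried LysMCre, which the paper's methods and the labels' genotype field give differently. No biological explanation was tested.

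Xist was at 11.8 CPM in naive Vegfc-deficient M34 and at 8.11 CPM in M150, against 0.624 and 1.27 CPM in the naive control libraries and 1.76 CPM in the library labelled naive Vegfc-deficient M149. A candidate explanation is that RNA or reads from MI libraries are present in M34 and M150. Xist gave a share of the MI level of 3.24% in M34 and 2.14% in M150, and the 50 genes with the largest ratio of MI to naive control gave a median share of 3.18% and 2.06%. In M149 the shares were 0.244% and 0.020%. The test could not tell mixed RNA from mixed reads, and no biological explanation was tested.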

How the results depend on the processing

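The alternatives were set before the data were examined, except the DESeq2 Wald test with an absolute log2 fold change of at least 1, the removal of genes on chromosomes X and Y, the cardiomyocyte score and the ribosomal protein gene list, which were chosen after seeing the data. No paired analysis was possible because each library comes from a different mouse and the labels give the groups no shared replicate numbers.

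Between MI Vegfc-deficient and MI control hearts, edgeR called 0 genes (1173 at an unadjusted p under 0.05), and the DESeq2 Wald test called 61, or 7 with an absolute log2 fold change of at least 1. In simulated counts at a fold of 2, DESeq2 made 53 false calls beside 125 true ones, and edgeR 3 beside 65. The spread in these counts was edgeR's own estimate. The fits that each left out one library called from 0 to 1 genes. For the interaction, edgeR called 0 genes (1226 unadjusted), DESeq2 54, or 29 with the fold change threshold, and the fits without one library from 0 to 1. Between the naive groups, edgeR called 0 genes (499 unadjusted), DESeq2 14, or 12 with the fold change threshold, limma-voom with quality weights 6, and a fit of these groups alone 2. The fits without one library called from 0 to 17 genes, the highest without the library labelled naive Vegfc-deficient M149. The cause was not tested.

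The genes changed by MI in control mice numbered 7450, and the genes changed by MI in Vegfc-deficient mice 8520. At an adjusted p under 0.01 the first count was 4798. With an absolute log2 fold change of at least 1 the counts were 4550 and 4965, or 4717 and 5106 with DESeq2. Fits without one library gave 6267 to 7636 and 6909 to 8564 genes. The genes changed in control mice alone fell from 1187 to 752 at an adjusted p under 0.01, and those changed in both genotypes from 6263 to 4046. With the fold change threshold the genes changed in both were 3682 (3764 with DESeq2), and those in Vegfc-deficient mice alone 1283 against 2257 (1342 with DESeq2). Fits without one library gave 849 to 1729, 5378 to 6434 and 1468 to 3063 genes in control mice alone, in both, and in Vegfc-deficient mice alone. With DESeq2's size factors in place of TMM, the share of higher genes was 48.9% against 52.1% in control mice and 49.0% against 52% in Vegfc-deficient mice.

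The first principal component held 72.7% of the variance, 78.3% with the 500 most variable genes, 58.2% with genes scaled to unit variance, 76.7% with DESeq2's variance stabilizing transformation, and 70.4% to 75.3% without one library.

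Of the Reactome sets, 2 passed between the MI groups, 1 with the length trend removed, 0 with the inter-gene correlation estimated from the data, and 0 to 2 without one library. The ribosomal protein gene list, tested alone by limma's camera and so without adjustment, had p = 3.07e-25, and 0.00701 with the correlation estimated, the highest of its 20 alternatives. Of the other lists, 5 passed (T cell, MHC class II and red cell markers lower, B cell and cardiomyocyte markers higher), 0 with the correlation estimated, and 2 to 7 without one library. Developmental Biology, median log2 fold change, was 0.066 in the main setting and with the correlation estimated (adjusted p = 0.694 by limma's camera with Benjamini-Hochberg adjustment, from 0.00321 to 0.694 over the alternatives), 0.044 with the length trend removed, and 0.049 to 0.11 without one library. Inflammation resolution was at -0.0040, 0.014 with the length trend removed, and -0.16 to 0.11 without one library. The proinflammatory list ran from -0.88 to 0.46, Immune System from -0.076 to 0.064 and lymphatic endothelium from -0.010 to 0.42 without one library. The median of Signaling by VEGF was 0.026 with the GC trend removed and neutrophil markers were at -0.17 with no filter. Without one library, Signaling by VEGF ran from -0.016 to 0.045, neutrophil markers from -0.85 to 1.14, cardiomyocyte markers from -0.16 to 1.14, macrophage markers from -0.45 to 0.026, T cell markers from -1.88 to 0.11, MHC class II markers from -1.63 to 0.048, Innate Immune System from -0.056 to 0.040, Adaptive Immune System from -0.059 to 0.066 and Cytokine Signaling from -0.088 to 0.089. Without MI control M38, the last 5, Immune System, macrophage markers and the proinflammatory list had a positive median and lymphatic endothelium a negative one. What sets M38 apart was not tested, nor was the cause of the other changes of sign.

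With the length trend removed, 2 enrichments passed the threshold against 5 in the main setting, and with MI effects called at an adjusted p under 0.01, 0 did. The odds ratio of Immune System in the genes of control mice alone was then 1.19, and that of Cytokine Signaling 0.821. Developmental Biology in these genes was at 1.03 with DESeq2. In the genes of Vegfc-deficient mice alone, Innate Immune System was at 1.03 with the length trend removed, 1.06 with DESeq2 and 1.10 at the stricter threshold, and Signaling by VEGF at 0.973 with the length trend removed. The lists of genes past the interaction threshold were empty, so their enrichment gave no value. The cause was not tested.

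The direction of all 45 genes of Fig. 8E was the same in every setting run, but these genes were selected by the paper for that direction, so this shows no stability. Among named genes, the log2 fold change was -0.054 for Notch2 and -0.012 for Prox1 with the length trend removed. Without one library it ran from -0.93 to 2.10 for Il1b, -0.93 to 1.46 for Tnf, -1.32 to 0.91 for Il12b, -0.63 to 0.061 for C1qa, -0.48 to 0.030 for Irf5, -0.87 to 0.39 for Irf7, -0.26 to 0.18 for Tlr3, -0.075 to 0.23 for Tgfb1, -0.033 to 0.21 for Notch2, -0.44 to 0.11 for Vegfc, -0.45 to 0.42 for Lyve1, -0.38 to 0.74 for Prox1, -0.010 to 0.77 for Flt4, -0.21 to 0.50 for Cd36 and -0.68 to 0.74 for Arg1. In simulated counts edgeR recovered 32.5% of the genes changed by a fold of 2 and 92.5% of those changed by a fold of 4. The changed genes were drawn from those with higher counts.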

Differences from the paper's values

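The second principal component held 5.97% of the variance, and the paper's value is about 9.5% in Fig. 8A, read by eye. Of 14 alternatives set before the data were examined, 6 came within 1.5 times of the paper's value and 8 did not. The closest was scaling genes to unit variance, with 8.92%, and the others were 5 fits that left out one library (M44, M45, M40, M900 or M913).

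MI changed 6263 genes in both genotypes, and the paper's value is about 3600 in Fig. 8D, read by eye. Of 20 alternatives set before the data were examined, 3 came within 1.5 times and 17 did not. The 3 were an adjusted p under 0.01 (4046 genes), an absolute log2 fold change of at least 1 (3682 genes) and the fit without MI Vegfc-deficient M900 (5378 genes). MI changed 2257 genes in Vegfc-deficient mice alone, and the paper's value is about 1200 in Fig. 8D, read by eye. Of 20 such alternatives, 4 came within 1.5 times and 16 did not. The 4 were an absolute log2 fold change of at least 1 (1283 genes) and the fits without naive Vegfc-deficient M150 (1468 genes), naive Vegfc-deficient M34 (1762 genes) and MI Vegfc-deficient M900 (1531 genes). The DESeq2 Wald test with an absolute log2 fold change of at least 1, chosen after seeing the values and the paper's numbers, gave 953, 3764 and 1342 genes in control mice alone, in both and in Vegfc-deficient mice alone.

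The paper states that genes of Fig. 8E differ between the genotypes after MI. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 of 45 passed over all genes (45 at an unadjusted p under 0.05), and the DESeq2 Wald test called 19 of them, among them S1pr3, Igfbp5, Timp3, Cd83 and Gatm. The paper states that immune response genes were lower without myeloid Vegfc. The median log2 fold change of Immune System was -0.043, with an adjusted p of 0.634 by limma's camera with Benjamini-Hochberg adjustment, and without MI control M38 it was 0.064. Immune System was over-represented among the genes changed by MI in control mice alone, with an odds ratio of 1.65. The paper states that inflammatory genes were raised in Vegfc-deficient mice. Its Fig. 8E marks S1pr3, Igfbp5, Timp3 and Fut10 for inflammation and fibrosis, and these were higher here, in the libraries they were selected from. The paper also gives flow cytometry and macrophage qPCR, which were not analysed here. A separate list of 27 proinflammatory genes was tested instead. The proinflammatory list had a median log2 fold change of -0.17, which was 0.46 without MI control M38 and -0.88 without MI Vegfc-deficient M900. Its adjusted p by limma's camera with Benjamini-Hochberg adjustment was 0.959, and 0.00843 to 0.988 over the alternatives, the lowest without M900, where the list was lower in Vegfc-deficient mice. Il1b had a log2 fold change of 1.59, and -0.93 to 2.10 without one library. Tnf had one of 0.41, which was 1.46 without M38 and -0.93 without M900.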

Other observations

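The tests on the cardiomyocyte score, the depth, the genes near Vegfc and Lyz2 taken together, and the other splits of the libraries were set before their results were seen, and the fit without M38, the tests near each of Vegfc and Lyz2 alone and all work on ribosomal protein genes were chosen after the pattern was seen.

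The 6 MI libraries can be split into 2 groups of 3 in 10 ways, so no share of splits can be under 0.1. For the 0 genes called by edgeR at an adjusted p under 0.05 the count of splits carries no information, since each of the 10 gives at least 0. At least 1173 genes at an unadjusted p under 0.05 were found in 5 of the 10 splits, at least 61 DESeq2 calls in 4, and at least 7 gene sets past the threshold in 6. The most DESeq2 calls, 746, came from setting M006, M35 and M38 against M40, M900 and M913. The difference between the genotypes in the latter 3 counts therefore cannot be told apart from an arbitrary grouping of these libraries. For the 6 Vegfc-deficient libraries, 1 of 10 splits, that of MI against naive, gave as many genes as the 8520 changed by MI.

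A candidate explanation for the 0 genes called between the MI groups is a differing cardiomyocyte content, since the mean log2 CPM of cardiomyocyte markers ran from 7.68 in MI control M40 to 11.0 in MI Vegfc-deficient M35. With this score as a covariate, edgeR called 0 genes (1868 at an unadjusted p under 0.05), so the count was not raised. Sequencing depth, lower in naive libraries, is a candidate explanation for the number of genes changed by MI. With every library thinned to 10824989 counts, MI changed 7053 genes in control mice against 7450 before, so depth did not account for the count. Variants carried along with the modified Vegfc and Lyz2 loci may change genes nearby. Of 380 genes tested within 20 Mb of either gene, 32 had an unadjusted p under 0.05 (odds ratio 1.07, Fisher's exact test, two-sided, p = 0.700). Taken apart, the odds ratio was 1.58 for 210 genes near Vegfc (25 with an unadjusted p under 0.05, Fisher's exact test, two-sided, p = 0.0389) and 0.495 for 170 genes near Lyz2 (7 such genes, Fisher's exact test, two-sided, p = 0.0635). With Benjamini-Hochberg adjustment over these 2 Fisher's exact tests both adjusted p-values were 0.0635, and neighbouring genes are not independent. By the genotype field of the labels both groups carry the floxed Vegfc locus and they differ at Lyz2. By the paper's methods they differ at Vegfc and share LysMCre. Lyz2 itself was at 4538 to 5380 CPM in the MI control libraries and at 1392, 203 and 12.4 CPM in MI Vegfc-deficient M35, M900 and M913. Macrophage markers had a mean log2 CPM of 8.235 in MI control and 8.025 in MI Vegfc-deficient libraries. For the MI groups these values argue against an equal dose of LysMCre. The library labelled naive Vegfc-deficient M149, with Lyz2 at 4565 CPM, went the other way among naive libraries. Whether the Vegfc locus also differs is open, and variants near either gene remain a candidate explanation for part of these genes. Near Lyz2 such genes were fewer rather than more, and the adjusted p of 0.0635 by Fisher's exact test leaves this undecided.

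MHC class II and T cell genes were lower in MI Vegfc-deficient libraries. Without MI control M38 the median log2 fold change of MHC class II and dendritic cell markers was 0.048 against -1.21 with it, so the pattern may rest on this library.

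Ribosomal protein genes were lower in MI Vegfc-deficient hearts, with a median log2 fold change of -0.51 and 70 of 77 genes lower. Their share of counts was lowest in MI Vegfc-deficient M35, at 1.43% (95% Wilson interval 1.42% to 1.43%), and highest in MI control M006, at 2.77% (95% Wilson interval 2.76% to 2.78%). Of the 10 splits of the MI libraries, 1, the split by genotype, gave a median as far from 0, and the next was at 0.31. Transcript length may contribute, since log2 fold change rose with length across genes (rank correlation 0.34, across genes, which are not independent replicates). With the length trend removed the median was -0.26. Of 10000 random lists matched on length and expression, 0 had a median as low as -0.51, and their lowest was -0.34. Reads shared with pseudogenes are another candidate explanation. The 18 ribosomal protein genes without a pseudogene named after them had a median of -0.59. Pseudogenes under other names were not counted, so this test cannot decide the question. Length thus accounts for part of the difference at most. A share of splits under 0.1 was out of reach, so the splits alone do not rule out an arbitrary grouping, and it is a hypothesis that the genotype lowers these transcripts. Within naive hearts the median was 0.26 in the other direction, with 70 of 77 genes higher.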
